# Recruitment of Armitage and Yb to a transcript triggers its phased processing into primary piRNAs in *Drosophila* ovaries

**DOI:** 10.1371/journal.pgen.1006956

**Published:** 2017-08-21

**Authors:** Radha Raman Pandey, David Homolka, Kuan-Ming Chen, Ravi Sachidanandam, Marie-Odile Fauvarque, Ramesh S. Pillai

## Abstract

Small RNAs called PIWI -interacting RNAs (piRNAs) are essential for transposon control and fertility in animals. Primary processing is the small RNA biogenesis pathway that uses long single-stranded RNA precursors to generate millions of individual piRNAs, but the molecular mechanisms that identify a transcript as a precursor are poorly understood. Here we demonstrate that artificial tethering of the piRNA biogenesis factor, Armi, to a transcript is sufficient to direct it into primary processing in *Drosophila* ovaries and in an ovarian cell culture model. In the fly ovarian somatic follicle cells, the transcript becomes cleaved in a stepwise manner, with a 5′→3′ directionality, liberating U1-containing ~24 nt piRNAs that are loaded into Piwi. Although uridines are preferred for generation of piRNA 5′ ends, processing takes place even in their absence, albeit at a lower efficiency. We show that recombinant Armi has 5′→3′ helicase activity, and mutations that abolish this activity also reduce piRNA processing in vivo. Another somatic piRNA pathway factor Yb, an interactor of Armi, is also able to trigger piRNA biogenesis when tethered to a transcript. Tethering-mediated primary piRNA biogenesis is also functional in the fly ovarian germline and loads all the three PIWI proteins present in this environment. Our study finds a broad correlation between piRNA processing and localization of the tethered factors to the cytoplasmic perinuclear ribonucleoprotein granules called germline nuage or somatic Yb bodies. We conclude that transcripts bound by Armi and Yb are identified as piRNA precursors, resulting in localization to cytoplasmic processing granules and their subsequent engagement by the resident piRNA biogenesis machinery.

## Author summary

PIWI-interacting RNAs (piRNAs) are 24–30 nucleotide (nt) small RNAs that are exclusively expressed in animal germlines and are essential for suppression of transposable elements or ‘jumping genes’. Millions of piRNAs are produced from single-stranded transcripts that arise from large RNA polymerase II transcription units called piRNA clusters. Since they resemble other RNA pol II products like protein-coding mRNAs or non-coding RNAs, how piRNA precursors are selectively recruited to the biogenesis machinery is a big mystery. Here we demonstrate that artificial tethering of specific piRNA biogenesis factors to a reporter transcript is sufficient to identify it as a piRNA precursor in *Drosophila* ovaries and in an ovarian cell culture model. This results in fragmentation of the transcript into thousands of piRNAs, which are generated as a series of non-overlapping (phased) fragments that are loaded into PIWI proteins. Our study indicates that localization of the tethered factors to cytoplasmic perinuclear granules called nuage/Yb bodies is necessary for processing. Any mutations in the tethered factors that disrupt this sub-cellular localization, reduce processing. We believe that our strategy will allow generation of designer small RNAs to target almost any germline gene, and also provides a valuable tool to dissect the molecular mechanism of piRNA biogenesis.

## Introduction

Bulk of the eukaryotic genomes are composed of genetic material derived from mobile genetic elements called transposons. Their mobility within the genome can cause mutations or deletions, impacting genome integrity [1]. Given the diversity of transposable elements within any genome, small RNAs are used to sequence-specifically identify and repress transposons in organisms ranging from plants to animals. In animals, this task is entrusted with a set of gonad-specific 24–30 nucleotide (nt) small RNAs called PIWI-interacting RNAs (piRNAs) that associate with the PIWI clade Argonaute proteins [2]. The basic functional unit of the pathway consists of a small RNA bound to a PIWI protein, with the piRNA acting as a guide for the protein [3]. Some PIWI proteins function as small RNA-guided endonucleases (slicers), while others recruit histone or DNA methylation machineries to mediate transcriptional repression of target genomic loci [2]. Any impairment of the piRNA pathway results in de-repression of transposons and failure of germ cell development, causing infertility.

Biogenesis of piRNAs is a cytoplasmic event. Single-stranded transcripts that arise from large (50–100 kilobases) genomic regions called piRNA clusters [4] or transposon transcripts and some genic mRNAs are substrates for piRNA production. They are transcribed by RNA polymerase II [5] and exported [6] to the cytoplasm where piRNA biogenesis factors are enriched in cytoplasmic perinuclear granules called nuage [7, 8]. Primary processing is the default pathway that converts the piRNA precursors into thousands of piRNAs having a preference for a uridine at the 5′ end (U1-bias). Since piRNA precursors resemble other cellular transcripts in having features like a 5′ cap and a 3′ poly A tail [5], how they are specifically targeted to the primary processing pathway is largely unknown.

Studies conducted in the *Drosophila* ovarian system indicate a role for sequences within the precursor transcripts in the recruitment process. In the fly ovarian germline, presence of complementary binding sites for piRNAs in transcripts, and the resultant slicing by PIWI proteins Aubergine and Ago3 identifies it as a precursor. This enables the entry of one of the cleavage fragments into piRNA biogenesis that generates a series of phased/non-overlapping piRNAs [9–11]. In contrast, Piwi slicing is demonstrated to be not essential for piRNA biogenesis in the fly ovarian soma [12], and primary processing has to create piRNAs *de novo* from the precursors. Studies reveal that sequences termed piRNA-trigger sequences (PTSs) present at the 5′ end of piRNA-producing regions are necessary and sufficient for recruiting a transcript into the somatic piRNA biogenesis machinery [9, 13]. Deletion of such sequences from an endogenous precursor transcript impacts piRNA biogenesis from the locus [13]. Precise nature of these poorly conserved sequences, and how they work are currently not understood, but they are assumed to provide binding sites for piRNA biogenesis factor(s) to initiate primary piRNA processing.

In this study, we recruited piRNA biogenesis factors to a reporter transcript by artificial tethering and demonstrate its entry into primary processing using transgenic fly lines and an ovarian somatic cell culture model. Tethering of the conserved piRNA biogenesis factor Armitage (Armi) [14, 15] or the somatic piRNA biogenesis factor Yb [16, 17] to a transcript results in its identification as a piRNA precursor in the fly ovarian soma and a somatic cell culture model. This results in non-overlapping/phased conversion of the transcript into ~24 nt U1-containing primary piRNAs. A similar effect is seen when Armi is tethered to a transcript in the fly ovarian germline, with generated piRNAs entering all the three PIWI proteins present in this environment. We find that this ability to induce piRNA generation is broadly correlated with localization of the factors to cytoplasmic processing granules called nuage in germ cells [7] or Yb bodies in the soma [17, 18]. Our study reveals a strategy for generating artificial piRNAs capable of targeting any germline gene, and provides a useful tool for dissecting the molecular mechanisms of primary piRNA biogenesis.

## Results

### Armi tethering directs a transcript into primary piRNA biogenesis in the fly ovarian soma

The *Drosophila* female germline is a widely used model for piRNA research. The fly ovaries are organized into a series of egg chambers, each of which is composed of a single layer of somatic follicle cells that enclose the germline (nurse cells and the developing egg) (Fig 1A). While the germline expresses all three PIWI proteins (Piwi, Aubergine and Ago3), the soma is a simple system operating a primary piRNA pathway that loads Piwi. The *flamenco* cluster is the largest source of piRNAs in this environment, and a fragment consisting of the 1^st^ exon of the *flamenco*, termed piRNA-trigger sequence (PTS), when fused to any heterologous transcript is capable of initiating piRNA biogenesis [9, 13]. 

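The reporters were transfected into ovarian somatic cells (OSCs), a cultured line that stands in for the follicle cells of the ovary, and the small RNAs bound to endogenous Piwi were sequenced. The PTS reporters, with the BoxB reporter expressed alone, make up 12 libraries under 5 conditions, from 36707915 to 53235705 raw reads per library on 1 flow cell. The authors clipped the adapters, kept reads of at least 15 nt and aligned them to the reporter without mismatches, and the deposited files hold 1 line per alignment. The count used here is of sense reads of 24 to 30 nt whose 5′ end lies in a region, divided by the raw reads of the library that S1 Table gives and multiplied by 1000000 (rpm). Each reporter starts with 585 nt of luciferase and holds 705 nt of LacZ after the insert, followed by an end derived from the vector. This end is 350 nt long in the printed sequences, except that with the piRNA-2 site, which stops short of it although reads align past its last base. In the flam PTS reporter the insert spans positions 586 to 1309 and LacZ positions 1310 to 2014. Without an insert, LacZ spans positions 586 to 1290, and with a piRNA binding site of 36 nt it spans positions 622 to 1326. Groups were compared on the log2 ratio of their mean rpm by an exact permutation test over every split of the libraries, and p-values were adjusted by the Benjamini-Hochberg method (BH) within each family of comparisons.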

We reproduced these results using a reporter consisting of the *flamenco* PTS placed between luciferase and LacZ sequences (Fig 1B). Expression of the reporter in the ovarian somatic cell (OSC) culture model [19] results in the directional production of piRNAs from the downstream LacZ sequences, which are loaded into Piwi (Fig 1B and S1A Fig). 

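With the flam PTS, LacZ gave 74.58 ± 15.42 rpm of piRNAs (SD, n = 2 libraries), and the upstream luciferase gave 0.383 ± 0.115 rpm (SD, n = 2). The PTS itself gave 52.11 ± 6.71 rpm (SD, n = 2) and the vector-derived end 30.06 ± 5.82 rpm (SD, n = 2). The individual libraries had 63.68 and 85.48 rpm from LacZ. These values rest on 6382 and 8389 sense reporter reads of 24 to 30 nt. The value of LacZ was thus far above that of luciferase in both libraries, although the stretches are of similar length. From the distribution downstream of the PTS and the source of the RNA, the paper concludes that piRNA production is directional and that the products are loaded into Piwi.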

Negligible levels of piRNAs are produced in the absence of the PTS element. 

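Without the PTS, LacZ gave 4.08 ± 2.37 rpm (SD, n = 4 libraries), with single libraries between 2.12 and 7.47 rpm. The log2 ratio of the flam PTS reporter to this one was 4.194, an 18.3-fold difference (exact permutation test, p = 0.0667, BH-adjusted p = 0.0667 over 3 comparisons). A p of 0.0667 is the smallest that 2 libraries against 4 allow, so the design cannot reach 0.05. The 2 flam PTS libraries shared their sequencing lane with 2 of the 4 libraries without the PTS, and within that lane the log2 ratio was 3.720. This within-lane comparison, chosen after the data had been seen, moved the ratio more than any other alternative. The BoxB reporter expressed alone, which also lacks the PTS, gave more LacZ piRNAs than these 4 libraries, as detailed further below. The 18.3-fold difference therefore holds for the reporter without an insert only. Luciferase of the latter gave 1.84 ± 0.98 rpm (SD, n = 4). The paper calls the level without the PTS negligible, and sets against it the level with the PTS.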

The same reporter background (two independent constructs), but carrying a perfectly complementary binding site for abundant Piwi-loaded piRNAs (instead of the PTS element) did not result in piRNA production in the OSC system (S1B Fig). 

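With the piRNA-1 site, LacZ gave 0.708 ± 0.266 rpm (SD, n = 2), a log2 ratio of -2.525 to the reporter without an insert (exact permutation test, p = 0.0667, BH-adjusted 0.0667 over 3 comparisons). With the piRNA-2 site it gave 0.903 ± 0.022 rpm (SD, n = 2), a log2 ratio of -2.174 (p = 0.0667, BH-adjusted 0.0667, by the same exact test and again the smallest p the design allows). Both constructs thus lay below the lowest library without an insert, at 2.12 rpm, and above the floor of 3 counts, which was at most 0.188 rpm in any OSC library. In the lane that held both groups, the log2 ratios were -1.814 and -1.464. Counting both strands changed these values most: the log2 ratios became 2.658 and 3.618, by adding antisense reads whose 5′ end lies in LacZ. Antisense reads with the 5′ end in the inserted site were counted apart from these, and include the piRNAs the sites were designed to bind. They came to 235.7 ± 87.7 rpm on the piRNA-1 reporter and 184.9 ± 21.8 rpm on the piRNA-2 reporter (SD, n = 2 each). The reporter without an insert had 0.020 rpm of antisense reads before its vector-derived end. From the lack of piRNA production with these reporters, the paper excludes a part for slicing by Piwi in making somatic piRNAs.

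**Figure D1:**
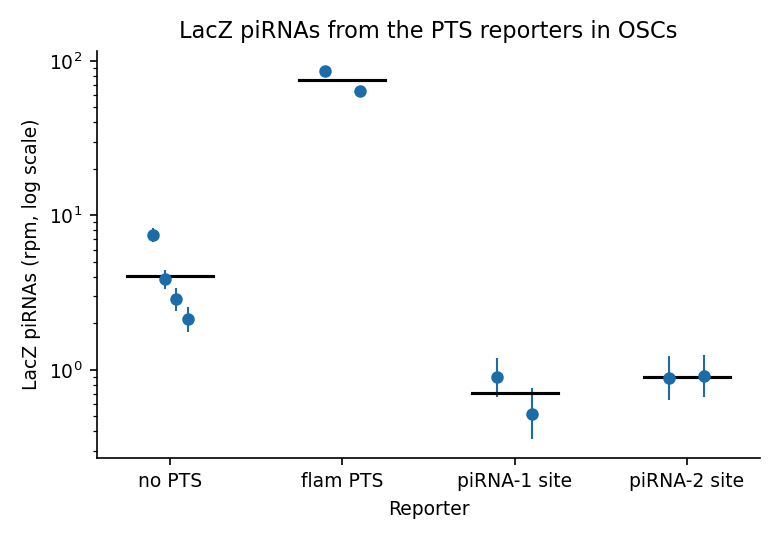
LacZ piRNAs (rpm, log scale) by reporter in OSCs: each point is a library, its bar the 95% Wilson interval of its count, and each line the mean of the group. The 2 flam PTS libraries lie at 63.68 and 85.48 rpm, the 4 without a PTS between 2.12 and 7.47 rpm, and the 4 with a piRNA site between 0.520 and 0.918 rpm.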

Thus we can rule out any role for Piwi slicing in somatic piRNA biogenesis, as already demonstrated [12]. So we hypothesize that the PTS recruits piRNA biogenesis factors to initiate primary processing.

**Fig 1:**
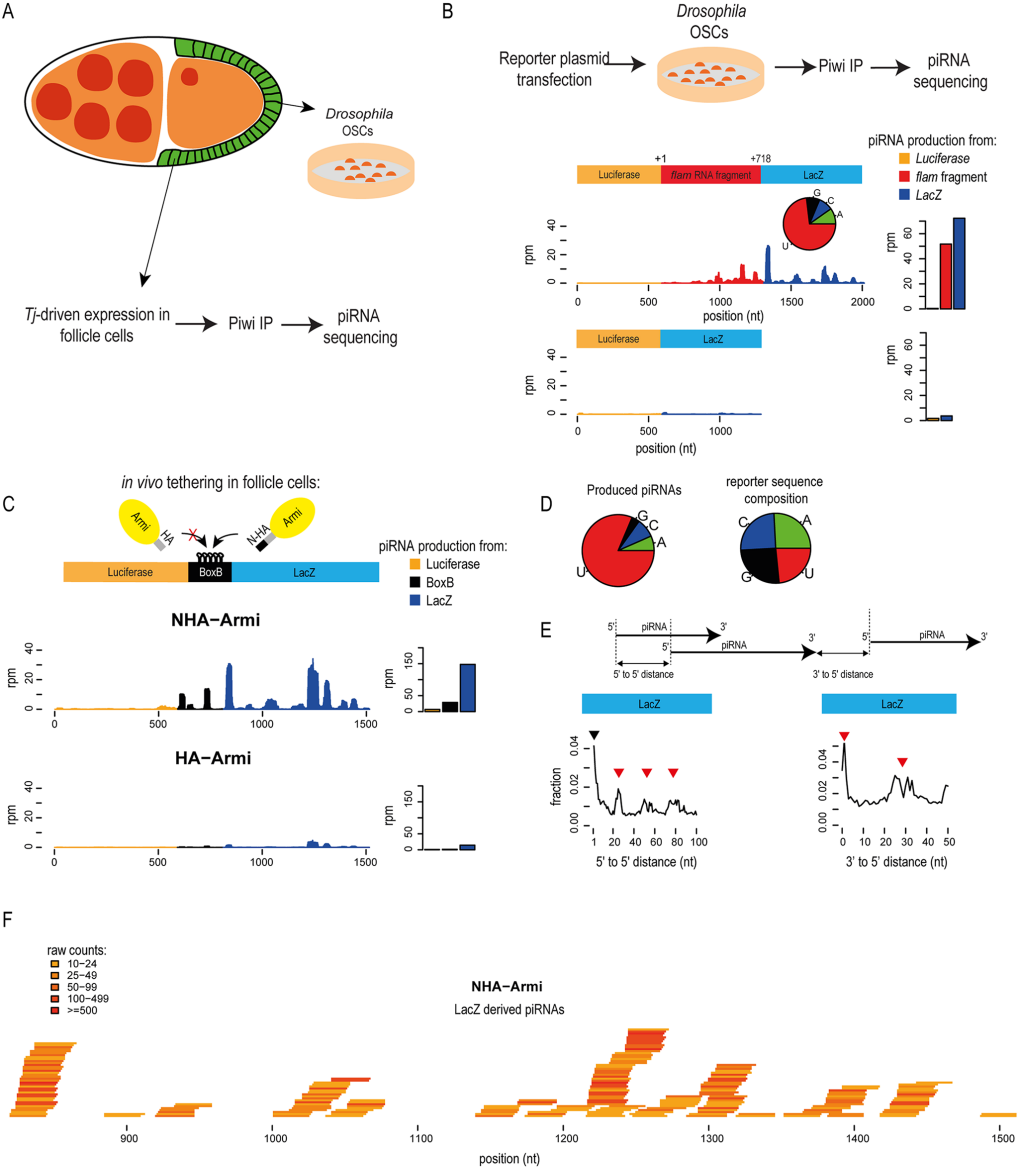
Artificial tethering of Armi to a transcript identifies it as a primary piRNA precursor in the *Drosophila* ovarian follicle cells. (A) Cartoon representing a *Drosophila melanogaster* egg chamber shows the single layer of somatic follicle cells enclosing the germline. Ovarian soma-specific co-expression of fusion proteins and the reporter RNA is achieved by the use of the *traffic jam* (*tj*)-GAL4 driver in the transgenic flies. Ovarian somatic cells (OSCs) is a cell culture model derived from the ovarian follicle cells.(B) A *cis*-acting element called piRNA-trigger sequence (PTS) from the *flamenco* (*flam*) cluster transcript drives conversion of the downstream reporter transcript into piRNAs that are loaded into Piwi in OSCs. The fragment used corresponds to 1–718 nt of the original cluster transcript. Read coverage (rpm) along the reporter and the total amount of piRNAs produced from individual transcript parts are shown. The 5′ nucleotide composition of reporter-derived piRNAs is shown as a pie chart. (C) BoxB reporter transcript was specifically co-expressed with either NHA-Armi or HA-Armi in the follicle cells of *Drosophila* ovary. Mapping of the generated piRNAs to the reporter is shown. (D) The 5′ end nucleotide preference of reporter-derived piRNAs indicates a strong U1-bias. Nucleotide composition of the reporter sequence is shown. (E) The 5′-to-5′ end-distances between the piRNAs produced upon NHA-Armi tethering is shown for the LacZ part of the transcript. Many piRNAs start at neighbouring nucleotides as demonstrated by high proportion of piRNAs with a 5′-to-5′ distance equal to one (black triangle). However, LacZ-derived piRNAs also show enriched distances which are multiple of the average piRNA length (red triangles), indicating non-overlapping phased piRNA production. Fraction of piRNA pairs was plotted. The 3′-to-5′ end distances between produced piRNAs are plotted. Preferred 1 nt and 25–30 nt distances (red arrows) between LacZ-derived piRNAs indicate that these piRNAs are produced in a phased manner one after the another. (F) Individual piRNAs from a section of the LacZ part of the transcript, which are triggered by NHA-Armi tethering are shown. Only piRNAs with at least a read-count of 10 are plotted.

We tested this possibility by directly recruiting piRNA biogenesis factors to a transcript in the ovaries of transgenic flies. To this end, we replaced the PTS sequence in the above reporter with five BoxB (5BoxB) hairpins (Fig 1C). 

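In the sequence that the authors give for the BoxB reporter, luciferase takes positions 1 to 585, the BoxB insert positions 586 to 811, and LacZ positions 812 to 1516. A stretch of 350 nt derived from the vector follows. The 5 BoxB hairpins share the sequence GGGCCCTGAAGAAGGGCCC and start at positions 621, 665, 689, 748 and 772. LacZ holds 22.6% U, 22.1% A, 27.5% C and 27.8% G.

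**Figure D2:**
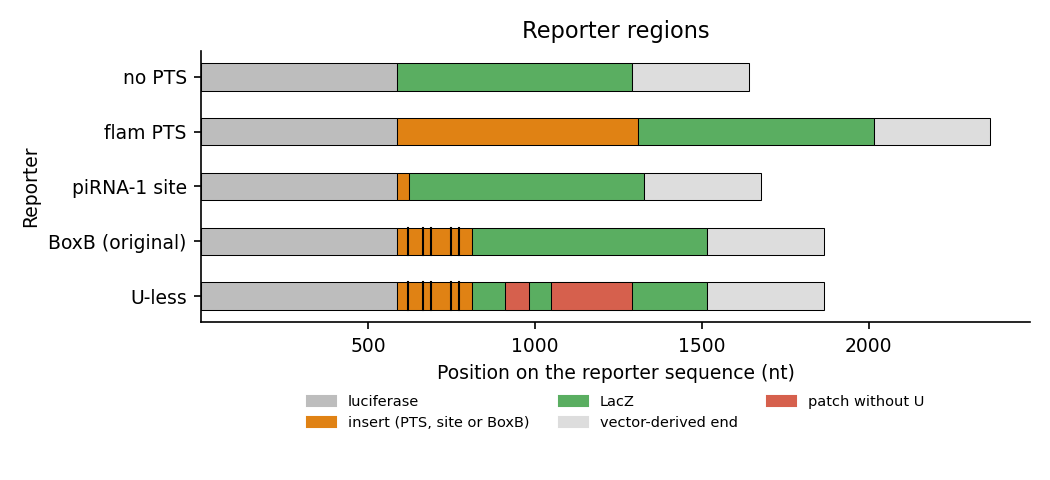
Regions of the reporters, drawn to scale by position on the reporter sequence (nt), with black lines at the 5 BoxB hairpins and the patches without U of the U-less reporter at positions 910 to 981 and 1050 to 1289. LacZ is 705 nt long in every reporter and starts at position 812 in the BoxB reporter.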

When co-expressed with λ-N peptide-fusion proteins, the BoxB/N-peptide interaction [20] will artificially tether the protein at a central location within the transcript. We first tested Armitage (Armi) which is a highly conserved RNA helicase that is essential for production of all piRNAs in flies [15, 21]. Its orthologue MOV10L1 has a similar role in mice [22–25]. Transgenic fly lines co-expressing both the BoxB reporter and NHA-Armi (with the N-peptide and an HA-tag), specifically in the fly ovarian soma [under control of the *traffic jam*-GAL4 driver (*tj*-GAL4)] were generated. Entry of the reporter into the piRNA pathway was monitored by Piwi immunoprecipitations with fly ovaries and deep sequencing analysis of associated small RNAs (Fig 1A).

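For the ovarian soma there are 12 libraries from Piwi immunoprecipitations, 2 for each of 6 fusion proteins, all on 1 flow cell. Each pair of replicates was split between 2 lanes, so every comparison could also be made within each lane. The libraries held between 43859140 and 84257836 raw reads, of which 1281 to 21702 were sense reporter reads of 24 to 30 nt, and a floor of 3 counts corresponds to between 0.036 and 0.068 rpm. The authors gel-purified the small RNAs of ovaries before library preparation, a step that the OSC libraries did not have. Reporter piRNAs were counted over the whole sequence, the vector-derived end included, and again without it. Every alignment line was counted, which counts a read that matches several hairpins once for each place. With 2 libraries against 2, the exact permutation test has 6 splits and its smallest p is 0.3333. No comparison among these libraries can therefore pass 0.05, and the spread of the replicates and the values within each lane carry the information. The tests of this experiment form a family of 14 comparisons, and their BH-adjusted p is 0.3590 wherever p is 0.3333.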

Tethering of NHA-Armi triggers piRNA production from the reporter, with most of the reads originating from the BoxB site and the LacZ region downstream (Fig 1C). 

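NHA-Armi gave 286.6 ± 41.0 rpm of reporter piRNAs in the ovarian soma (SD, n = 2), or 190.1 ± 19.8 rpm without the vector-derived end. LacZ gave 151.6 ± 14.8 rpm, the BoxB insert 31.5 ± 4.8 rpm and luciferase 7.02 ± 0.10 rpm (SD, n = 2 each). A further 96.5 ± 21.3 rpm came from the vector-derived end. These values rest on 13841 and 21702 reporter reads in the 2 libraries. With reads of all deposited lengths in place of 24 to 30 nt, the ratio of BoxB piRNAs to their level with HA-Armi fell from a log2 value of 4.340 to 4.143, the largest move under any setting that kept every library. The paper takes the appearance of these reads, mostly at the hairpins and downstream of them, as the reporter entering the piRNA pathway once Armi is bound to it.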

When HA-Armi (that is unable to tether to the reporter) is expressed, the BoxB reporter produces only low background levels of piRNAs (Fig 1C). 

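HA-Armi, which lacks the N-peptide, gave 28.47 ± 0.46 rpm (SD, n = 2), or 17.18 ± 0.14 rpm without the vector-derived end. The log2 ratio of NHA-Armi to HA-Armi was 3.331, a 10.1-fold difference, with every NHA-Armi library above every HA-Armi library (exact permutation test, p = 0.3333, BH-adjusted 0.3590, the smallest p possible). In the 2 lanes taken one at a time, the log2 ratio was 3.194 and 3.454. LacZ rose by a log2 ratio of 3.358 from 14.78 ± 0.63 rpm (SD, n = 2), and the BoxB insert by 4.340 from 1.56 ± 0.26 rpm (SD, n = 2). Leaving out the higher NHA-Armi library moved the ratio of the whole reporter most, to 3.177. The paper uses HA-Armi as the control that cannot bind the hairpins, and attributes the gap between the proteins to tethering.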

Although the reporter sequence has no particular nucleotide bias, the generated artificial piRNAs display a strong bias for having a uridine at the 5′ end (U1-bias), a primary piRNA feature (Fig 1D). 

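Of the LacZ piRNAs upon tethering of NHA-Armi, 80.6% ± 2.4 started with U (SD, n = 2; 15383 of 18995 reads), while U makes up 22.6% of LacZ. The position with the most 5′ ends, 1245, is a U and held 8.2% of the reads. Counting each distinct sequence once in place of each read brought the U1 share down to 46.9%, the widest departure among the alternatives, and counting the whole reporter gave 72.8%. With HA-Armi the share was 80.0% ± 2.5 (SD, n = 2; 1554 reads), a difference smaller than the SD of either group. The paper contrasts the unbiased composition of the reporter with the bias of its products and counts the U1-bias among the features of primary piRNAs.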

Production of piRNAs from the upstream luciferase region is also increased upon the tethering (S1D Fig) but absolute levels remain low. 

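Luciferase piRNAs went from 0.843 ± 0.235 rpm with HA-Armi to 7.02 ± 0.10 rpm with NHA-Armi (SD, n = 2 each), a log2 ratio of 3.058 (exact permutation test, p = 0.3333, BH-adjusted 0.3590, the smallest p possible for 2 libraries against 2). The 2 lanes gave log2 ratios of 3.361 and 2.813. Per library the level was between 0.677 and 1.009 rpm with HA-Armi, against a floor of at most 0.068 rpm. The largest shift came from leaving out the higher of the HA-Armi libraries, which gave a log2 ratio of 3.375. In the authors' account, the upstream region takes part upon tethering but contributes little in absolute terms.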

This is not due to any particular features of the sequence, as the same stretch is used for piRNA production in other contexts [9] and as shown below (S5A Fig). However, due to the very low levels of luciferase piRNAs triggered by Armi tethering, we limit the analysis only on piRNAs produced from LacZ region.

To study how the transcript becomes cleaved during primary processing, we calculated the distances between neighbouring piRNAs. 

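Distances were scored on LacZ as the methods of the paper define them: for each distance, the score sums the smaller of the piRNA counts at the 2 positions that far apart. Before the files arrived, windows around the peaks that the paper names were set at 23 to 28, 48 to 54 and 73 to 80 nt, and windows between them at 10 to 18, 33 to 43, 59 to 69 and 85 to 95 nt. The mean score in the peak windows divided by that in the windows between was 1.654 for the merged NHA-Armi libraries (n = 2; 18995 reads). To obtain a null, the counts were shuffled 1000 times among LacZ positions with the same base, which keeps the U1-bias, and gave a mean ratio of 1.017. No shuffle reached the observed ratio (permutation p = 0.001, the smallest that the shuffles can give, BH-adjusted 0.0013 over 10 groups). With windows of 25 to 30, 50 to 56 and 75 to 82 nt, set as an alternative, the ratio was 1.564. Reduced to whether each position held a 5′ end or not, the ratio was 0.987, the largest change, with 5′ ends at 360 of the 705 positions.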

When 5′-to-5′ end distances were plotted, we observed peaks at positions ~25, 50 and 75 nt, which correspond to multiples of the approximate length (~24 nt) of a Piwi-bound piRNA (Fig 1E). 

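For the 3′-to-5′ distances, the score was summed up to 50 nt, ends at the same position included. Of this sum, 5.17% fell at distance 1 with NHA-Armi, against 2.56% on average in shuffled data (permutation p = 0.001, BH-adjusted 0.0033 over 10 groups). Leaving out the position with the most reads lowered the share to 3.35% (permutation p = 0.088), and using only the presence or absence of each end lowered it most, to 2.06%.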

Measurement of 3′-to-5′ end distances reveals a major peak at position 1 and another one at ~25 nt (Fig 1E). These likely correspond to the distance between 3′ end of a piRNA and the 5′ end of the one immediately downstream (distance of 1 nt) or to the piRNA even further downstream (distance of ~25 nt). These observations indicate a phased/non-overlapping primary piRNA biogenesis mechanism [9–11], where the primary processing machinery moves along the transcript in a stepwise/phased manner to introduce cleavages that simultaneously create the 5′ end of a piRNA and the 3′ end of the preceding one, liberating individual ~24 nt piRNAs (Fig 1F). 

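The 10 LacZ positions with the most 5′ ends held 45.7% of the reads with NHA-Armi, and these positions carried much of the periodic signal. Without them, a setting chosen after the data had been seen, the 5′-to-5′ ratio of peak to intermediate distances was 1.033 (permutation p = 0.293) and the 3′-to-5′ share at distance 1 was 2.72% (permutation p = 0.191). The 5′-to-5′ ratio stayed past the threshold without the single top position, at 1.483 (permutation p = 0.001). From the spacing of the peaks and the 3′ ends abutting the next 5′ ends, the paper infers that the machinery advances along the transcript in steps, and that each cut ends a piRNA and begins the next.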

These phased cleavages are not always precise, but closely spaced (1 nt), giving rise to the additional 5′-to-5′ end distance peak at position 1 (Fig 1E). 

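Neighbouring 5′ ends, at a 5′-to-5′ distance of 1 nt, took 4.60% of the summed score over distances of 1 to 100 nt with NHA-Armi in the soma (n = 2), against a mean of 1.23% in 1000 shuffles (permutation p = 0.001, the smallest possible, BH-adjusted 0.0015 over 6 comparisons). This share was computed after the data had been seen. Reads of all deposited lengths in place of 24 to 30 nt gave 3.72%, further from the main value than any other setting. The paper explains the peak by cuts that are not always placed on the same nucleotide.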

Note that even in the absence of tethered Armi (when co-expressing HA-Armi), the residual levels of reporter-derived piRNAs generated have a phasing signature (S1C Fig). 

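With HA-Armi, whose 2 libraries held 1554 LacZ reads, the 5′-to-5′ ratio was 2.014 against 1.014 in shuffled data (permutation p = 0.001, BH-adjusted 0.0013 over 10 groups). The share of 3′-to-5′ score at distance 1 was 5.56% against 2.50% (permutation p = 0.002, BH-adjusted 0.0050). Leaving out the 10 positions with the most reads, chosen after seeing the data, brought the values nearest to the null, with a ratio of 1.068 (permutation p = 0.142) and a share of 2.20% (permutation p = 0.562). The paper reads the residual piRNAs of this control as phased too.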

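Over LacZ alone, to which the paper limits its later comparisons, NHA-Armi gave 151.6 rpm and HA-Armi 14.8 rpm, a 10.3-fold difference. The log2 ratio was 3.212 in the first lane and 3.499 in the second, and with each replicate left out in turn it went from 3.255 to 3.455. The paper joins the rise in reporter piRNAs, their U1-bias and the spacing of their ends into the conclusion that follows.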

Taken together, direct binding of Armi to a transcript in the fly ovarian somatic follicle cells identifies it as a primary piRNA precursor, leading to phased piRNA production.

### Armi is a 5′→3′ RNA helicase and mutations that abolish its activity reduce piRNA biogenesis

Armi is a putative RNA helicase that has conserved sequence motifs essential for ATP binding and ATP hydrolysis (Fig 2A). We directly tested this activity using recombinant *Drosophila* Armi (Fig 2A and S2A Fig). We annealed a 5′-end labelled short single-stranded RNA (ssRNA) with a longer unlabelled complementary sequence to prepare double-stranded RNAs (dsRNAs) with either 5′ or 3′ single-strand overhangs. These RNAs were then incubated with Armi, either in the presence or absence of ATP, and reactions were resolved by 15% native polyacrylamide gel electrophoresis (PAGE). Incubations with Armi, in the presence of ATP, resulted in the appearance of a fast-migrating short ssRNA band, indicative of RNA unwinding activity (Fig 2B and S2B Fig). Interestingly, only the dsRNA with a 5′ single-stranded overhang was used by Armi as a substrate. RNA helicase activity was not observed in the absence of ATP or when the dsRNA has a 3′ single-stranded overhang. Importantly, this activity was abolished when a single amino acid mutation (E863Q) was introduced into the catalytic motif (DEAG→DQAG) of Armi (Fig 2B and S2A Fig). This indicates that Armi is a 5′→3′ RNA helicase and is consistent with the known 5′→3′ RNA helicase activity of its mouse orthologue MOV10L1 [24].

**Fig 2:**
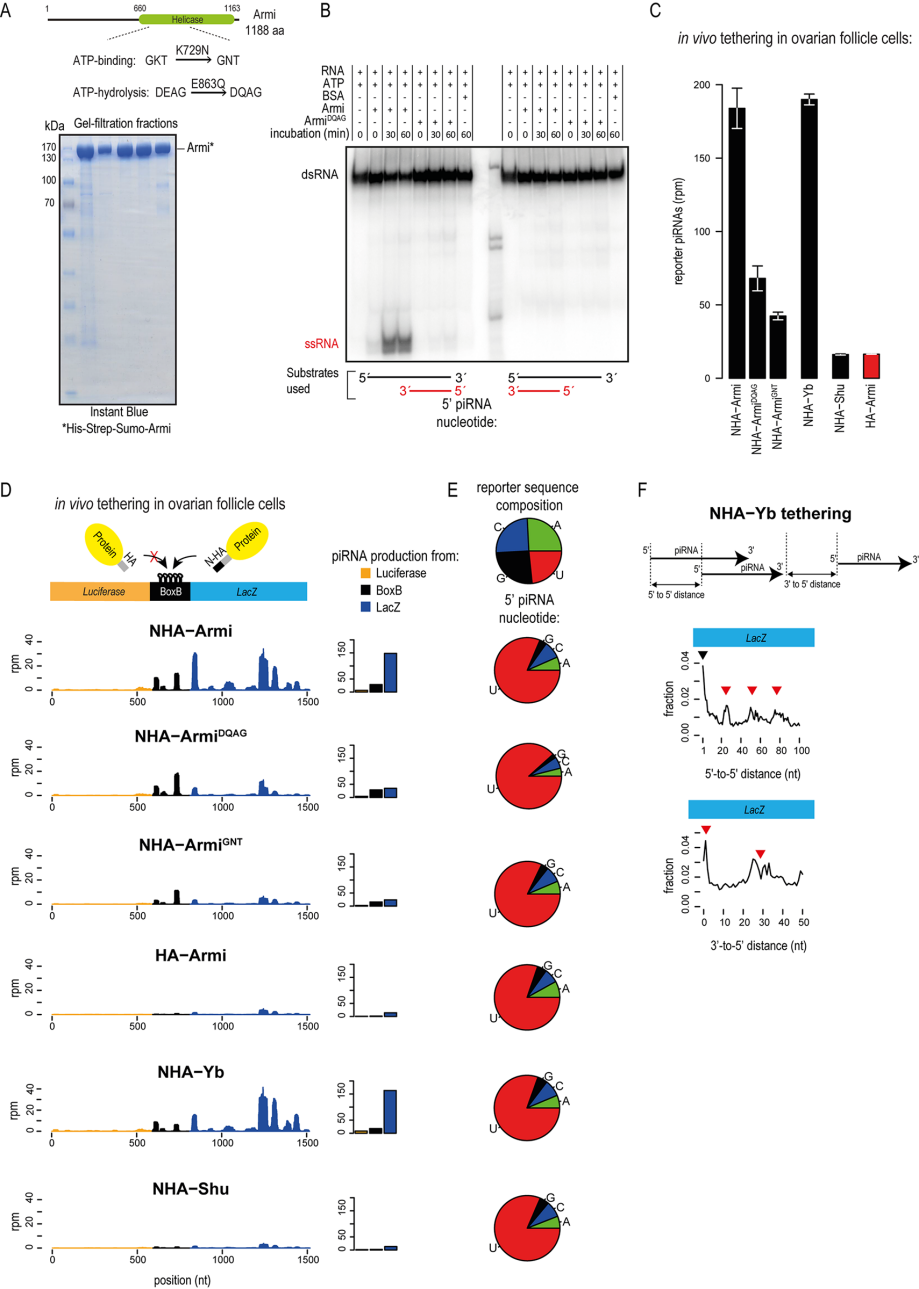
Mutations abolishing the 5′→3′ RNA helicase activity of Armi reduces its ability to trigger piRNA production. (A) Cartoon showing the domain organization of *Drosophila* Armi. Motifs required for ATP-related functions and the mutations made to these are indicated. Quality of purified recombinant Armi protein used in the RNA helicase assay. (B) Recombinant Armi was incubated with RNA duplexes containing different single-stranded overhangs, in the presence or absence of ATP. Only the smaller single-stranded RNA strand (ssRNA) is radioactively labelled at the 5′ end (shown in red). The native polyacrylamide gel shows the ATP-dependent unwinding activity of Armi as revealed by presence of the fast-migrating labelled ssRNA band. The ATPase mutant Armi^DQAG^ is inactive in this assay. (C) Indicated proteins were tethered to the reporter transcript in the somatic follicle cells of transgenic fly ovaries. Average amount of reporter-derived piRNAs produced is plotted with the error bars representing the range of values from two independent experiments. (D) The absolute levels of piRNAs produced are plotted as read coverage (rpm) along the reporter upon tethering of the indicated proteins. The amount of piRNAs produced from different reporter regions is also shown. (E) The 5′ nucleotide composition of produced piRNAs is given. The nucleotide composition of the reporter sequence is shown. (F) When triggered by NHA-Yb, piRNAs generated from the reporter (LacZ part) shows phased primary processing as revealed by the 5′-to-5′ end distance calculations. Peaks (red triangles) at regular intervals correspond to multiples of the average piRNA length of ~25 nt. The black triangle marks the piRNAs starting at neighbouring nucleotides (the distance equal to one). The 3′-to-5′ end distances are plotted. The piRNAs generated tend to be created one after the other in a non-overlapping manner, as demonstrated by the preferred 1 nt distance. The peak at 25–30 nt corresponds to the 5′ end of a piRNA produced further downstream.

Next, we wished to examine whether the RNA helicase activity is required for tethering-driven piRNA biogenesis. We created transgenic flies co-expressing the NHA-tagged catalytic-dead Armi^DQAG^ mutant protein and the BoxB reporter transcript in the somatic follicle cells of fly ovaries. 

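NHA-Armi DQAG gave 104.4 ± 21.9 rpm of reporter piRNAs in the soma (SD, n = 2), compared with 286.6 ± 41.0 rpm for NHA-Armi. This is a 2.74-fold lower level and a log2 ratio of -1.456 (exact permutation test, p = 0.3333, BH-adjusted 0.3590, the smallest p that 2 libraries against 2 allow). Both mutant libraries, at 88.9 and 119.9 rpm, lay below both NHA-Armi libraries, at 257.6 and 315.6 rpm. Within the lanes, the log2 ratio was -1.103 and -1.827. The replicates of the mutant mattered most: without the higher of them the ratio was -1.688. Leaving the vector-derived end out gave 75.7 ± 14.4 and 190.1 ± 19.8 rpm (SD, n = 2 each).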

When tethered to the reporter, overall piRNA production was reduced (2.5-fold) compared to that driven by NHA-Armi (Fig 2C). 

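By region, LacZ piRNAs fell to 37.5 ± 6.9 rpm with NHA-Armi DQAG from 151.6 ± 14.8 rpm with NHA-Armi (SD, n = 2 each), a log2 ratio of -2.015, and -1.734 and -2.315 within the lanes (exact permutation test, p = 0.3333, BH-adjusted 0.3590). BoxB piRNAs were 33.8 ± 6.6 and 31.5 ± 4.8 rpm (SD, n = 2 each), a log2 ratio of 0.101 (exact permutation test, p = 0.6667, BH-adjusted 0.6667), with 0.454 in one lane and -0.262 in the other. The difference at the hairpins is smaller than either SD. Its sign was not stable: leaving out the higher mutant library, the alternative with the largest effect, gave -0.114, and counting reads that match several hairpins once gave -0.0030. The paper compares coverage along the transcript and singles out the site of tethering as the exception to the loss.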

Examination of piRNA generation across the reporter transcript indicates a dramatic reduction in piRNA levels from transcript, except for those arising from the site of tethering (BoxB sequences) (Fig 2D). A similar reduction (4-fold) in overall piRNA levels is noted when we tethered a second Armi mutant (NHA-Armi^GNT^) that carries a point mutation (K729N) in the ATP binding motif (GKT→GNT) (Fig 2C). 

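With NHA-Armi GNT the reporter gave 68.01 ± 8.28 rpm (SD, n = 2), or 44.5 ± 3.8 rpm without the vector-derived end. The level was 4.21-fold below that of NHA-Armi, a log2 ratio of -2.075 (exact permutation test, p = 0.3333, BH-adjusted 0.3590, and no smaller p is possible). The lanes gave -2.051 and -2.095, so this difference varied little between the replicates. Among the alternatives, dropping the higher NHA-Armi library had the most effect, with a log2 ratio of -1.921.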

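LacZ piRNAs with NHA-Armi GNT came to 25.04 ± 0.47 rpm (SD, n = 2), a log2 ratio of -2.598 to NHA-Armi, with -2.514 and -2.675 in the lanes (exact permutation test, p = 0.3333, BH-adjusted 0.3590, the smallest p possible). At the BoxB insert the level was 17.0 ± 2.8 rpm against 31.5 ± 4.8 rpm (SD, n = 2 each), a log2 ratio of -0.889 and the same p by the same exact test, with -0.902 and -0.879 in the lanes. Both NHA-Armi GNT libraries were below both NHA-Armi libraries in this region as well, by a smaller ratio than in LacZ. Leave-one-out gave the widest departure at the insert, -1.067 without the higher mutant library.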

Again, piRNA levels decreased across the transcript, except from the site of tethering (Fig 2D). 

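U1 shares of LacZ piRNAs were 85.9% ± 0.9 with NHA-Armi DQAG (4511 reads) and 78.9% ± 3.9 with NHA-Armi GNT (2929 reads), compared with 80.6% ± 2.4 with NHA-Armi (SD, n = 2 each). Counted by distinct sequence, which moved them most, the shares of the mutants were 58.7% and 56.4%. The 5′-to-5′ ratios of peak to intermediate distances were 1.866 and 1.650, each with a permutation p of 0.001 and a BH-adjusted p of 0.0013. From the U1-bias the paper infers that the mutants' piRNAs come from primary processing.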

Albeit at reduced levels, piRNAs initiated by Armi helicase mutants display a dominant bias for having a 5′ uridine, indicating genuine primary processing (Fig 2E). 

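Across the settings that each left out a single replicate, the log2 ratio to NHA-Armi over the whole reporter ranged from -1.688 to -1.257 for NHA-Armi DQAG and from -2.214 to -1.921 for NHA-Armi GNT. Relative to HA-Armi at 28.5 rpm, the mutants still gave 104.4 and 68.01 rpm. The paper draws on the lower output of both mutants, along with the loss of unwinding in its biochemical assay, for the role it assigns to the helicase.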

In conclusion, helicase activity of Armi is essential for robust piRNA production from the tethered transcript.

### Tethering of Yb, but not of Shutdown, drives piRNA production in the fly ovarian soma

In addition to Armi, other factors are shown to be essential for piRNA biogenesis in the fly ovarian soma. These include the putative RNA helicase Yb [17, 18, 26] and the Hsp90 co-chaperon Shutdown (Shu) [27–29], both of which we tested in our tethering assay using transgenic fly lines. When tethered to the reporter in the fly ovarian somatic follicle cells, Yb led to robust piRNA production from the reporter (Fig 2C). 

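NHA-Yb gave 372.7 ± 21.5 rpm of reporter piRNAs (SD, n = 2), 13.1-fold above HA-Armi, a log2 ratio of 3.710 (exact permutation test, p = 0.3333, BH-adjusted 0.3590, the smallest p possible). The lanes gave log2 ratios of 3.667 and 3.752. HA-Armi served as the control because these libraries include no HA-Yb. Leaving out the vector-derived end, which itself gave 172.3 ± 14.9 rpm (SD, n = 2), had the largest effect and lowered the log2 ratio to 3.544, with 200.4 ± 6.6 rpm left (SD, n = 2). The paper concludes from the level with Yb that it, like Armi, brings the reporter into the pathway.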

The features of the generated piRNAs mirror that produced by Armi tethering. 

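LacZ contributed 172.1 ± 3.4 rpm, the BoxB insert 19.9 ± 2.9 rpm and luciferase 8.49 ± 0.24 rpm with NHA-Yb (SD, n = 2 each). The log2 ratios to HA-Armi were 3.541 for LacZ and 3.675 for BoxB (exact permutation test, p = 0.3333 and BH-adjusted 0.3590 for both, the smallest possible). Within lanes they were 3.478 and 3.606 for LacZ, and 3.695 and 3.659 for BoxB. The U1 share of LacZ piRNAs was 78.6% ± 0.5 (SD, n = 2; 17507 reads). It dropped to 47.7% when each distinct sequence was counted once, more than under any other setting.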

The sequences have a prominent U1-bias (Fig 2E), and arise in absolute terms mostly from the BoxB sequences and the downstream LacZ region (Fig 2D). 

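For NHA-Yb in the soma, the 5′-to-5′ ratio of peak to intermediate distances was 1.540 against 1.015 in shuffled data (permutation p = 0.001, BH-adjusted 0.0013 over 10 groups). The 3′-to-5′ share at distance 1 was 4.16% against 2.54% (permutation p = 0.010, BH-adjusted 0.0125). Neighbouring 5′ ends took 3.73% of the 5′-to-5′ score, against 1.22% (permutation p = 0.001, BH-adjusted 0.0015 over 6 comparisons). Without the 10 positions holding the most reads, which took 43.9% of them, the 5′-to-5′ ratio was 0.971 (permutation p = 0.789), a setting added after the data had been seen and the one that moved this ratio furthest. The authors read the distances as phased processing of the same kind as with Armi.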

Furthermore, measurement of piRNA-end distances reveals that Yb binding triggers phased primary piRNA processing of the transcript (Fig 2F), as demonstrated above for Armi.

In contrast, flies co-expressing NHA-Shu with the reporter revealed only background levels of piRNAs (Fig 2C and 2D). 

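NHA-Shu gave 27.01 ± 0.96 rpm (SD, n = 2) next to 28.47 ± 0.46 rpm for HA-Armi (SD, n = 2). The log2 ratio was -0.0758 overall and -0.0958 and -0.0566 in the lanes (exact permutation test, p = 0.3333, BH-adjusted 0.3590, the smallest p possible). Without the vector-derived end, the setting with the largest effect, it was -0.0227, from 16.91 ± 0.45 and 17.18 ± 0.14 rpm (SD, n = 2 each). LacZ gave 13.50 ± 0.34 rpm and the BoxB insert 2.27 ± 0.04 rpm with NHA-Shu (SD, n = 2 each), and the BoxB level with HA-Armi was 1.56 ± 0.26 rpm (SD, n = 2). The paper treats the total as background.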

We confirmed by Western analysis that NHA-Shutdown is indeed expressed in fly ovary lysates (S2C Fig). These results indicate that Armi and Yb, but not Shu, when individually tethered to a transcript have the ability to identify it as a primary piRNA precursor in the fly ovarian somatic follicle cells.

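With each replicate left out in turn, the log2 ratio to HA-Armi ran from 3.177 to 3.470 for NHA-Armi, from 3.650 to 3.768 for NHA-Yb, and from -0.113 to -0.0400 for NHA-Shu. Leaving out the vector-derived end gave 3.468, 3.544 and -0.0227. On this contrast between the fusion proteins rests the paper's statement that Armi and Yb, and not Shu, mark a transcript as a precursor in follicle cells.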

### Localization of the tethered factors to Yb bodies promotes piRNA processing in the ovarian soma

Most piRNA biogenesis factors are cytoplasmic, where they accumulate in perinuclear granules called nuage [7]. In the fly ovarian somatic follicle cells, this is represented by the Yb body [18, 26]. To examine the localization of the various tethered factors, we carried out anti-HA staining of fly ovaries expressing fusion proteins under control of the soma-specific *tj*-GAL4 driver (Fig 3). Both HA- and NHA-tagged Armi were found in 1–2 granules/cell, which also contain endogenous Yb, identifying their presence within the Yb body (Fig 3A and 3B). This was also true for NHA-Yb, which was co-localized with endogenous Armi (Fig 3C and S2D Fig). In contrast, the Armi^DQAG^ and Armi^GNT^ mutant proteins were more dispersed and accumulated in numerous (up to 10) cytoplasmic granules (Fig 3A and 3B). Although most are non-overlapping with the Yb body, some do overlap (Fig 3B). This mislocalization is not due to any impact on structural integrity of the protein, as the point mutant behaves similar to the wildtype during size-exclusion chromatography (S2A Fig). Thus, loss of RNA helicase activity is directly responsible for failure of the mutants in accumulating in the Yb bodies. Interestingly, NHA-Shu is diffusely present throughout the cytoplasm of ovarian follicle cells, with no co-localization with the Yb body (Fig 3C and S2D Fig). Thus, Armi mutants and Shu that fail to support robust tethering-initiated primary processing are found not to be co-localizing with the Yb body in the fly ovarian follicle cells. It is expected that localization in the Yb body might facilitate association with other piRNA processing factors, for example, like the biochemical association of Armi-Piwi that we demonstrate here (Fig 2D). Taken together, we propose that tethering-induced piRNA production from the reporter transcripts is likely a consequence of the reporter transcript accumulating in the Yb bodies, where it is engaged by the resident piRNA biogenesis machinery.

**Fig 3:**
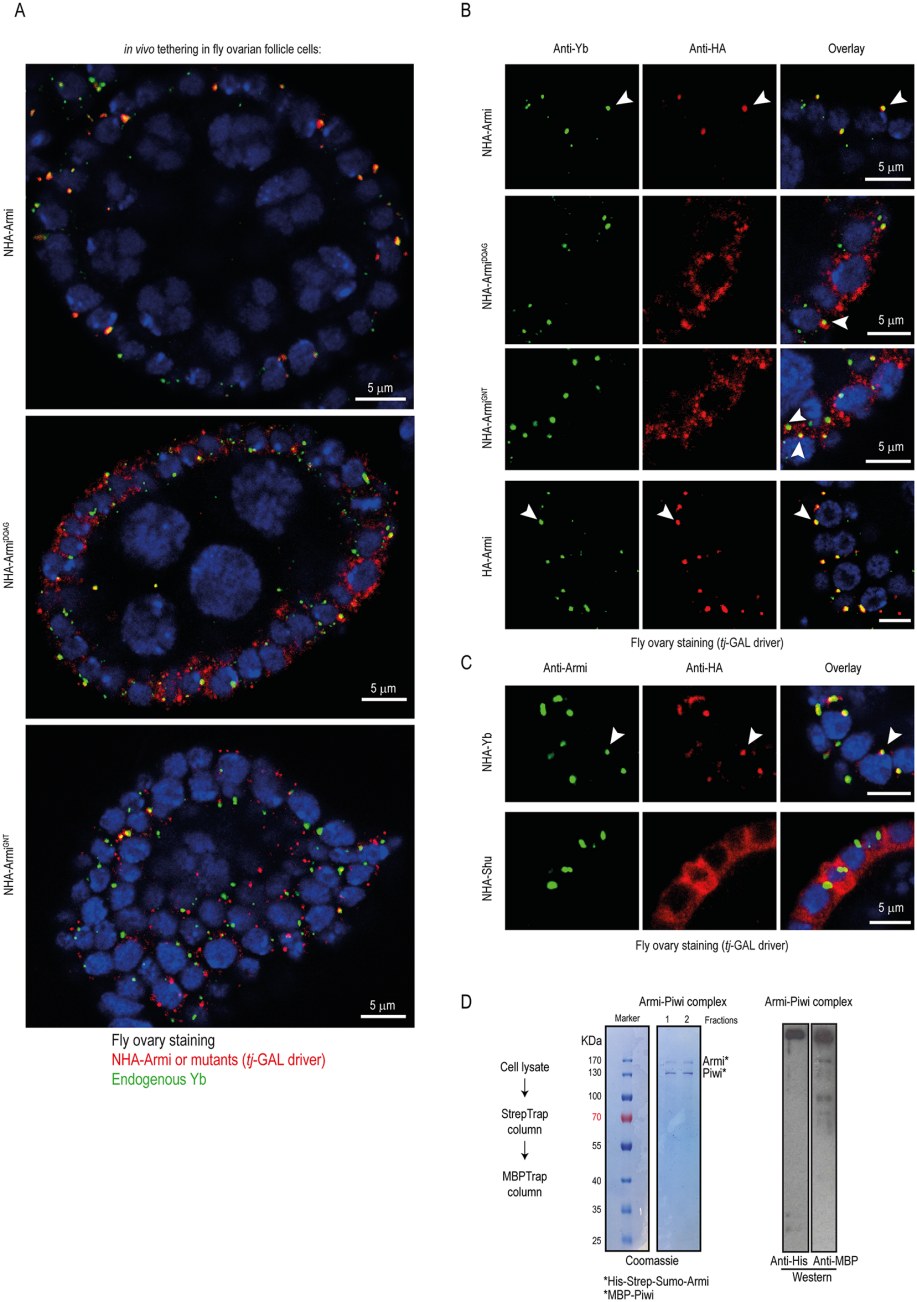
Protein localization in the nuage is a prerequisite for its ability to trigger piRNA biogenesis. (A) Immunofluorescence analysis of NHA-tagged Armi wildtype and mutant versions (red) in transgenic fly ovaries. Single egg chambers are shown, with specific expression (*tj*-GAL4 driver) seen in the somatic follicle cells. Endogenous Yb (green) serves as marker for the cytoplasmic Yb bodies. Wildtype Armi co-localizes in the Yb bodies. Notice that the mutant Armi proteins are dispersed into numerous granules that are not co-stained with Yb. Scale bar is indicated. (B) Zoomed views with Armi or Armi mutant co-localization with endogenous Yb protein indicated (white arrowhead). Scale bars in all the panels correspond to 5μm. (C) NHA-Yb also localizes to the nuage of the ovarian follicle cells as shown by co-localization with endogenous Armi (white arrowhead). In contrast, NHA-Shu is diffused in the cytoplasm. (D) Tagged versions of *Drosophila* Armi and Piwi were co-expressed in insect cell cultures and subjected to a tandem affinity-purification strategy (see S1 Protocols). Coomassie gel shows co-purification of the two proteins, indicating direct interaction. Bands were identified by mass spectrometry and Western blotting to detect the indicated tags.

### Armi and Yb tethering triggers piRNA biogenesis in fly ovarian somatic cell (OSC) cultures

In the above studies, we demonstrated that recruitment of Armi or Yb to a transcript identifies it as a substrate for primary piRNA processing in the fly ovarian somatic follicle cells. To further dissect the requirements from the tethered protein and the reporter RNA for efficient piRNA processing, we made use of the OSC culture system [19], which is a model for the ovarian somatic environment.

OSC cultures were co-transfected with plasmids expressing the BoxB reporter and different NHA- or HA-fusion proteins. 

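The tethering experiments in OSCs with the original BoxB reporter comprise 48 libraries under 14 conditions, with 2 to 6 replicates each. Raw reads per library ran from 15991037 to 58693901, and sense reporter reads of 24 to 30 nt reached 43639. A floor of 3 counts lay between 0.051 and 0.188 rpm. The libraries were sequenced on 5 flow cells and 11 lanes, which the names of the deposited reads give. Most conditions were spread over several flow cells, and comparisons were therefore repeated within each flow cell that held both groups, with only the splits inside it permuted. This within-flow-cell setting was chosen after the data had been seen. NHA-LacZ, a bacterial protein with the N-peptide, served as the main control, and HA-tagged versions of the same proteins as further controls. All 15 comparisons form a single family for BH adjustment.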

Cells were harvested 48-hours post-transfection and libraries were prepared with small RNAs isolated from Piwi immunoprecipitations (Fig 4A and S3A Fig). 

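NHA-Armi gave 312.1 ± 134.2 rpm of reporter piRNAs in OSCs (SD, n = 5) and NHA-LacZ 21.7 ± 15.1 rpm (SD, n = 6), a log2 ratio of 3.845 (exact permutation test, p = 0.0043, BH-adjusted 0.0357 over 15 comparisons). Its mean within the 4 flow cells that held both was 4.009, with each of them between 2.994 and 4.908 (exact permutation within flow cells, p = 0.0417). Against HA-Armi at 21.7 ± 3.1 rpm (SD, n = 5), the log2 ratio was 3.844 (exact permutation test, p = 0.0079, BH-adjusted 0.0357), and 3.936 within 3 flow cells (exact p = 0.0833, where fewer splits were possible). NHA-Yb gave 466.7 ± 330.1 rpm (SD, n = 3), a log2 ratio of 4.425 to NHA-LacZ (exact permutation test, p = 0.0119, BH-adjusted 0.0357) and 4.665 within flow cells. Relative to HA-Yb at 19.7 ± 5.7 rpm (SD, n = 3), it was 4.564 (exact permutation test, p = 0.10, BH-adjusted 0.1875; 3 libraries against 3 cannot go lower), and 4.307 within flow cells. NHA-Shu gave 28.5 ± 9.2 rpm (SD, n = 3), a log2 ratio of 0.392 to NHA-LacZ (exact permutation test, p = 0.5238, BH-adjusted 0.6548) and -0.195 to HA-Shu at 32.6 ± 16.9 rpm (SD, n = 3; exact p = 0.80, BH-adjusted 0.8571). Within flow cells these were 0.149 and -0.0043. The comparison with NHA-LacZ depends on the highest NHA-LacZ library. Without it the others averaged 15.615 rpm, and NHA-Shu passed the threshold against them by its unadjusted p. No adjusted p was computed for that setting. Leaving the vector-derived end out moved the Armi ratio most, to 4.800, from 188.1 ± 85.3 rpm (SD, n = 5) and 6.75 ± 5.97 rpm (SD, n = 6). The paper sets these levels beside those of the transgenic flies and finds the same division between the proteins.

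**Figure D3:**
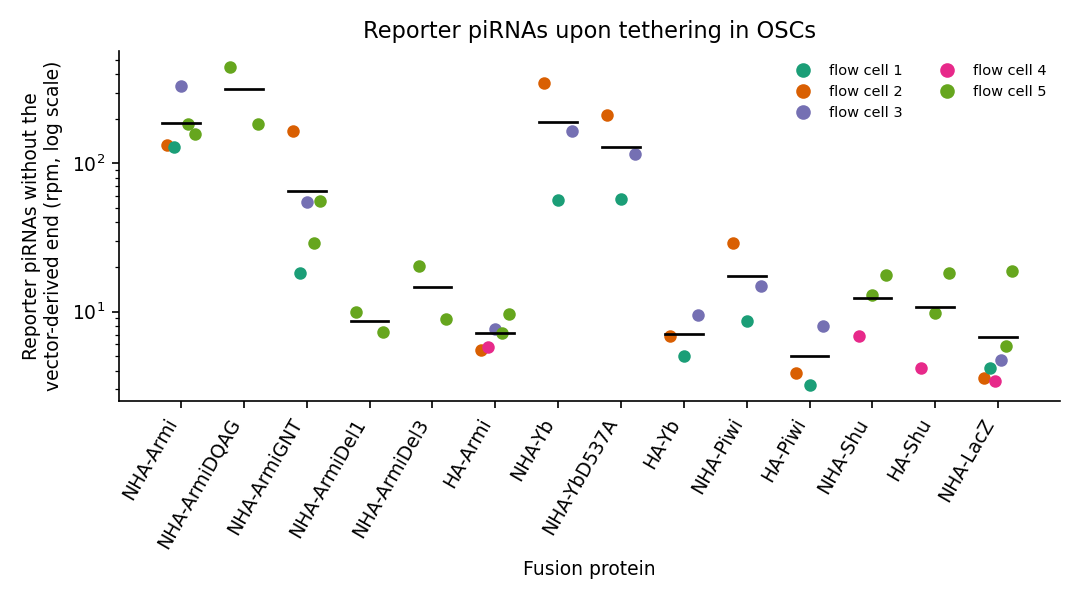
Reporter piRNAs without the vector-derived end (rpm, log scale) by fusion protein in OSCs: each point is a library, coloured by flow cell, and each line the mean. NHA-Armi libraries lie between 128.4 and 335.3 rpm, and NHA-LacZ libraries between 3.39 and 18.8 rpm.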

These experiments largely confirm the findings with the transgenic flies: robust piRNA production when Armi or Yb is tethered to the reporter, but not when tethered with Shu (Fig 4B and 4C and S3B and S3C Fig). Structural integrity of Armi is essential for this functionality, as tethering of the helicase domain alone is unable to trigger piRNA production (Fig 4B and S3C Fig). 

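Of the truncated versions of Armi in these libraries, NHA-ArmiDel1 gave 23.6 ± 6.8 rpm (SD, n = 2) and NHA-ArmiDel3 33.7 ± 22.7 rpm (SD, n = 2). Neither the text nor the supplement says which of them is the helicase domain, so both are given. The log2 ratios to NHA-LacZ were 0.120 and 0.632 (exact permutation test, p = 0.8571 and p = 0.7143, BH-adjusted 0.8571 and 0.8242). Only 1 flow cell held these groups together, and there the ratios were -0.571 and -0.059, the former being the largest change for NHA-ArmiDel1 under any setting. For NHA-ArmiDel3 the largest came from dropping its higher library, which gave -0.302. The smallest p possible with 2 libraries was 0.0357. Without the highest NHA-LacZ library, NHA-ArmiDel1 passed the threshold against NHA-LacZ by its unadjusted p, and no adjusted p was computed. The comparison of NHA-ArmiDel1 with this control thus depends on that library. From the failure of the helicase domain to raise the level, the paper concludes that Armi has to be structurally intact.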

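NHA-Armi GNT gave 127.8 ± 107.7 rpm in OSCs (SD, n = 5), a log2 ratio of -1.288 to NHA-Armi (exact permutation test, p = 0.0397, BH-adjusted 0.0992 over 15 comparisons). The mutant was lower in 3 of 4 flow cells and higher in the other, with a mean within flow cells of -1.490 (exact permutation, p = 0.0833). It remained above NHA-LacZ, with a log2 ratio of 2.557 (exact permutation test, p = 0.0065, BH-adjusted 0.0357) and 2.519 within flow cells. One NHA-Armi GNT library stood at 313.2 rpm, and without it, the alternative that counted most, the ratio to NHA-Armi was -1.937. NHA-Armi DQAG gave 687.8 ± 373.4 rpm (SD, n = 2), a log2 ratio of 1.140 to NHA-Armi (exact permutation test, p = 0.0952, BH-adjusted 0.1875) and 1.299 in the flow cell that held both. Its 2 libraries had 423.8 and 951.9 rpm, and the ratio was 0.441 without the higher of them. Over LacZ alone NHA-Armi DQAG gave 184.5 ± 106.3 rpm (SD, n = 2) and NHA-Armi 163.8 ± 74.8 rpm (SD, n = 5).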

As shown in fly ovaries, tethering of the Armi^GNT^ mutant resulted in reduced levels of piRNAs, while surprisingly, the catalytic-dead mutant Armi^DQAG^ induced piRNA levels comparable to that seen with the wildtype Armi protein. Interestingly, tethering of Piwi itself did not result in any piRNA production, and behaved similar to tethering of LacZ, a protein unrelated to the piRNA pathway (Fig 4B and S3C Fig). 

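NHA-Piwi gave 39.5 ± 19.2 rpm (SD, n = 3), a log2 ratio of 0.862 to NHA-LacZ (exact permutation test, p = 0.2619, BH-adjusted 0.3929) and of 1.192 to HA-Piwi at 17.3 ± 5.8 rpm (SD, n = 3; exact p = 0.20, BH-adjusted 0.3333, where the smallest possible is 0.10). In each of the 3 flow cells that held both groups NHA-Piwi was the higher, with means of 1.286 against NHA-LacZ and 1.132 against HA-Piwi (exact permutation within flow cells, p = 0.25 each, the smallest possible). Both ratios grew most without the vector-derived end, to 1.368 and 1.793, from 17.4 ± 10.4 rpm for NHA-Piwi (SD, n = 3). Without the highest NHA-LacZ library, NHA-Piwi passed the threshold against NHA-LacZ by its unadjusted p, and no adjusted p was computed. For the whole reporter, NHA-Armi stood at 312.1 rpm. In the paper's comparison, the level with Piwi is placed with that of the unrelated protein LacZ.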

Introduction of a point mutation (D537A) in Yb that is shown to abolish its RNA binding property [26], did not affect its ability to induce piRNA generation (Fig 4B and S3C Fig). 

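NHA-Yb D537A gave 257.8 ± 145.1 rpm (SD, n = 3) and NHA-Yb 466.7 ± 330.1 rpm (SD, n = 3), a log2 ratio of -0.857 (exact permutation test, p = 0.40, BH-adjusted 0.5455; 3 libraries against 3 cannot go below 0.10). The mutant was lower in each of the 3 flow cells, by a mean log2 ratio of -0.726 (exact permutation within flow cells, p = 0.25, the smallest possible). Without the highest NHA-Yb library, the change with the most effect, the ratio was -0.184. Against NHA-LacZ the mutant had a log2 ratio of 3.569 (exact permutation test, p = 0.0119, BH-adjusted 0.0357) and 3.939 within flow cells. The difference between the proteins lay within the spread of the replicates, but its sign was the same in each of the 3 flow cells. A decrease with the mutation is therefore not excluded. The paper concludes that the mutation leaves the activity of tethered Yb intact. It proposes that tethering likely makes the RNA binding of Yb unnecessary.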

This is expected, as artificial tethering to the transcript via N/BoxB system likely negates the requirement for this RNA-binding activity. 

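In OSCs, the 5′-to-5′ ratio of peak to intermediate distances was 1.198 with NHA-Armi (n = 5 libraries merged; 33423 LacZ reads) and 1.135 with NHA-Yb (n = 3; 25546 reads), against 1.009 in shuffled data for both (permutation p = 0.002 each, BH-adjusted 0.0020 over 10 groups). In the soma the same ratios were 1.654 and 1.540. At a 3′-to-5′ distance of 1 the OSC shares were 3.05% for NHA-Armi, against 2.44% in shuffled data (permutation p = 0.045, BH-adjusted 0.05), and 2.69% for NHA-Yb, against 2.44% (permutation p = 0.171, BH-adjusted 0.1710). Reduced to the presence or absence of a 5′ end at each position, the alternative that changed them most, the 5′-to-5′ ratios were 0.993 and 0.991. In OSCs 5′ ends lay at 531 of the 705 LacZ positions with NHA-Armi. Without the 10 positions with the most reads, added after seeing the data, they were 1.013 (permutation p = 0.376) and 1.014 (permutation p = 0.350).

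**Figure D4:**
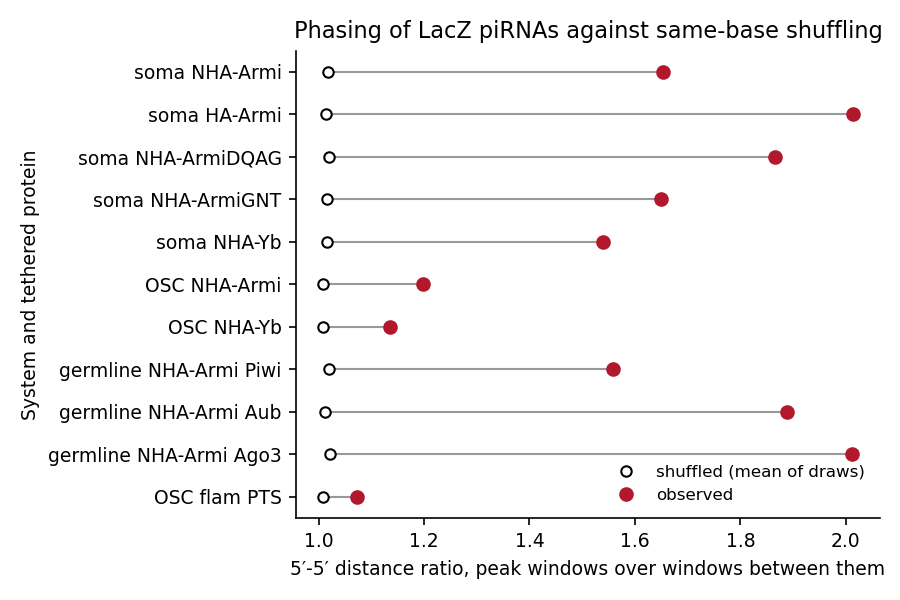
Ratio of the 5′-to-5′ score at peak distances to that at intermediate distances on LacZ, observed and as the mean of 1000 shuffles, by condition. The observed ratios are 1.198 and 1.135 for NHA-Armi and NHA-Yb in OSCs, 1.654 for NHA-Armi in the soma, and 1.559 to 2.011 for NHA-Armi in the germline.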

Finally, we report that we do not see the phasing pattern of piRNA generation in the OSC system (S3D Fig). We have no reason to believe that processing in the OSC proceeds differently than in the fly ovarian somatic follicle cells, so it is likely that technical aspects like transfections and small RNA library quality might have influenced our ability to detect it.

**Fig 4:**
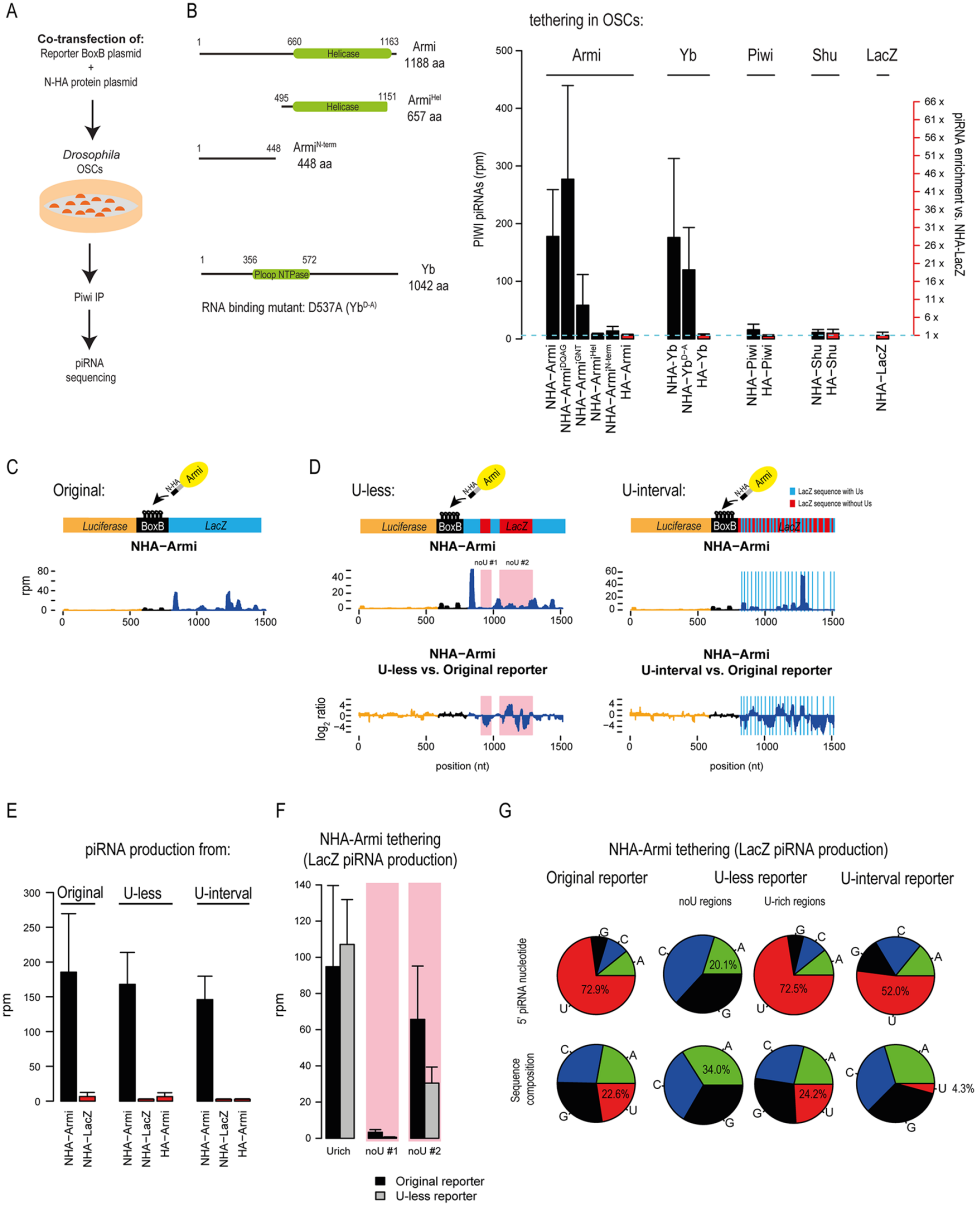
Armi and Yb tethering to a transcript initiates primary processing in OSC system. (A) Ovarian Somatic Cell (OSC) cultures were co-transfected with plasmids expressing fusion proteins and the BoxB reporter. Endogenous Piwi complexes were isolated and associated piRNAs identified by deep sequencing. (B) Various protein constructs used for tethering experiments are shown. Average reporter piRNA production is shown together with the standard deviation from multiple independent transfections. While Armi and Yb tethering initiated piRNA production, tethering of Piwi, Shu and LacZ failed to do so. (C) The absolute levels of NHA-Armi-triggered piRNAs produced from the original reporter are plotted as read coverage (rpm). (D) The original reporter was modified to a U-less reporter that contains two patches that are completely devoid of Us (no-U #1 and no-U #2; red/pink shaded region). U-interval reporter has Us only at specific positions (blue lines), resulting in an overall depletion of uridines in the reporter. Absolute levels of piRNAs produced when tethered with NHA-Armi are plotted. Comparison to piRNA profile of the original reporter shows that changed U compositions strongly affect the distribution of piRNAs from the affected regions. (E) Overall piRNA production from indicated reporters upon tethering with NHA-Armi. Average reporter-derived piRNA production is shown, standard deviation from multiple independent transfections is indicated. (F) The piRNA production from U-less reporter triggered by NHA-Armi is plotted separately for the unmodified LacZ region (U-rich) which is same in both the original and U-less reporters, and for the two patches in the U-less reporter without Us. The regions devoid of Us (no-U #1 and no-U #2) produce less piRNAs than corresponding parts of the original reporter. (G) The frequencies of the 5′ nucleotide in reporter-derived piRNAs are shown along with the nucleotide composition of the source regions. Although the number of Us is strongly decreased in U-interval reporter, the piRNAs still preferentially start at Us. ~30% of these piRNAs start at a specific position with triple Us, however even when these are excluded still ~30% of produced piRNAs contain 5′ U which is much more than expected from the reporter sequence composition (~4%).

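In the 3 U-interval libraries with NHA-Armi, 32.9% ± 4.1 of the LacZ piRNAs started within the run of Us at positions 1267 to 1269 (SD, n = 3; 3732 of 11136 reads), and position 1268 held 19.1% of the reads. Of the remaining reads, 28.9% ± 1.4 started with U (SD, n = 3). Because the sequence of this reporter was assembled from its overlapping reads, which covered all 705 LacZ positions, its composition was counted from them: 30 positions, or 4.26%, are U. With reads of all deposited lengths, the share at the run was 23.6%, its largest change, and leaving out only position 1268 raised the share of U outside it to 41.2%. These shares were computed after the data had been seen.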

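With the original reporter in OSCs, 72.8% ± 2.1 of the LacZ piRNAs upon NHA-Armi tethering began with U (SD, n = 5; 24262 of 33423 reads), and U makes up 22.6% of LacZ. Counting distinct sequences once gave 46.5%, further from this value than any other choice.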

Next, we probed the requirement of uridines in the reporter for tethering-driven piRNA biogenesis, as the generated primary piRNAs display a strong U1-bias (~75%). 

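The modified reporters were tested in 18 OSC libraries under 6 conditions, 3 each for NHA-Armi, NHA-LacZ and HA-Armi with either reporter, with 22275030 to 39084540 raw reads and 237 to 9539 sense reporter reads of 24 to 30 nt per library. They were run on 2 flow cells and 3 lanes, none of which held the original reporter with NHA-Armi. A difference in the totals of the reporters can therefore not be told apart from a difference between sequencing runs, whereas the unchanged part of LacZ offers a reference for the patches within the same libraries. In the U-less reporter, 64 positions of LacZ differ from the original and U falls from 22.6% to 13.5% of LacZ. The first patch spans positions 910 to 981 (72 nt) and the second positions 1050 to 1289 (240 nt). Neither holds a U, where the original has 13.9% and 22.5%. The remaining 393 nt of LacZ, called U-rich here, are the same in both reporters.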

We modified part of the reporter sequence by creating two patches lacking any Us; no-U#1 and no-U#2 to prepare a U-less reporter and also prepared a U-interval reporter [11] having Us distributed at specific intervals (Fig 4D and S1 Protocols). 

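In the first patch, piRNAs fell to 0.513 ± 0.224 rpm (SD, n = 3) from 3.28 ± 1.46 rpm with the original sequence (SD, n = 5), a log2 ratio of -2.679 (exact permutation test, p = 0.0179, BH-adjusted 0.1250 over 7 comparisons). In the second they fell to 29.98 ± 8.65 rpm (SD, n = 3) from 64.5 ± 29.1 rpm (SD, n = 5), a log2 ratio of -1.106 (exact permutation test, p = 0.0357, BH-adjusted 0.1250). Neither passed 0.05 after adjustment, and 0.0179 is the smallest p the design allows. U-rich LacZ gave 105.0 ± 22.3 and 96.0 ± 45.0 rpm (SD, n = 3 and 5), a log2 ratio of 0.129 (exact permutation test, p = 0.8036, BH-adjusted 0.8036). The whole U-less reporter gave 265.5 ± 73.7 rpm (SD, n = 3) against 312.1 ± 134.2 rpm (SD, n = 5; log2 ratio -0.234, exact permutation p = 0.7679, BH-adjusted 0.8036). Counting only reads wholly inside a patch moved both patches most, to -3.348 and -1.501. Upon tethering, the U-less reporter stood far above NHA-LacZ at 9.75 ± 2.22 rpm (SD, n = 3), with a log2 ratio of 4.767 overall and 4.760 within lanes (exact permutation test, p = 0.10, the smallest possible, BH-adjusted 0.1750). U1 fell to 54.9% ± 1.3 of its LacZ piRNAs (SD, n = 3). The paper takes the lower level in the patches as a preference for U and the remaining reads there as the use of other nucleotides where U is missing.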

Lack of uridines in the no-U patches resulted in reduced levels of piRNAs (Fig 4E and 4F and S4 Fig), indicating that Us are preferred, but in the absence of Us any available nucleotide is used for creating 5′ ends of piRNAs. 

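Of the LacZ piRNAs of the U-interval reporter with NHA-Armi, 52.2% ± 3.5 started with U (SD, n = 3; 5873 of 11136 reads), and 4.26% of its LacZ positions are U. This share was the most sensitive to counting: by distinct sequence it was 15.6%, and without the position with the most reads 41.2%. In total the reporter gave 207.5 ± 42.7 rpm (SD, n = 3), a log2 ratio of -0.589 to the original one (exact permutation test, p = 0.1607, BH-adjusted 0.2250), without a flow cell in common. Relative to NHA-LacZ at 9.02 ± 0.68 rpm (SD, n = 3) the log2 ratio was 4.524 and 4.507 within lanes (exact permutation test, p = 0.10, the smallest possible, BH-adjusted 0.1750). The paper sets the share of U1 against the scarcity of U in the reporter.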

Dramatically, while the U-interval reporter had an overall uridine composition of only ~ 4%, majority of the piRNAs generated displayed a prominent U1-bias (~52%) (Fig 4G and S4E Fig). 

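The nucleotide that follows the 3′ end of a LacZ piRNA on the reporter was U for 44.1% ± 1.6 of reads with the original reporter and NHA-Armi in OSCs (SD, n = 5; 14184 of 32164 reads), where 22.6% of LacZ is U. For the U-less reporter it was 31.6% ± 1.4 (SD, n = 3; 4086 of 12940 reads), where 13.5% of LacZ is U. Leaving out the 3′ end with the most reads moved the first share most, to 37.2%, and reads of all deposited lengths the second, to 26.7%. The shares were computed after the data had been seen. The paper relates a U at the cut to the proposed specificity of Zucchini.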

These results align with the proposed uridine specificity (S4D Fig) of the nuclease Zucchini that generates the piRNA 5′ ends [10, 11]. It is also possible that an additional enrichment of U1-containing piRNAs could be achieved by the nucleotide preference of the MID domain of PIWI proteins [3, 30].

### Armi-initiated processing generates primary piRNAs in the fly ovarian germline

The above studies demonstrate that recruitment of Armi or Yb to a transcript triggers primary piRNA biogenesis that loads Piwi, which is the only PIWI clade member in the fly ovarian somatic follicle cells and the OSC culture system. In contrast, all the three PIWI proteins (Piwi, Aubergine and Ago3) are expressed in the fly germline where there is a dominant dependence on PIWI slicing to initiate piRNA biogenesis. Slicing by Aubergine (Aub) and Ago3 reciprocally loads each other with secondary piRNAs whose 5′ ends are generated by direct slicer action [4, 31]. Additionally, slicer cleavage of a target transcript by Ago3/Aub is also required to load Piwi with a series of phased primary piRNAs [9–11]. So we wished to examine whether our tethering-driven primary piRNA biogenesis might work in the fly germline.

We created transgenic flies co-expressing the reporter and different fusion proteins in the fly ovarian germline using the NGT-GAL4 driver (Fig 5A). 

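The germline libraries number 18, from immunoprecipitations of Piwi, Aub and Ago3 with each of 6 fusion proteins, without replicates. They held 44187186 to 60041081 raw reads on 1 flow cell and 3 lanes, and only 46 to 1933 sense reporter reads of 24 to 30 nt. A floor of 3 counts corresponds to 0.050 to 0.068 rpm. Counts were compared with those of HA-Armi in the same immunoprecipitation by Fisher's exact test on reporter reads and remaining raw reads. Such a test covers the sampling of reads and not the variation between flies or immunoprecipitations, which cannot be estimated without replicates. The 15 comparisons over the whole reporter form a family for BH adjustment, and the 45 over its regions another.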

Deep sequencing libraries were prepared with small RNAs present in isolated PIWI complexes (Piwi, Aub and Ago3). When tethered to the reporter, Armi is able to induce piRNA biogenesis that loads all three PIWI proteins, with much more sequences being loaded into Piwi than Aub or Ago3 (Fig 5B and S5 Fig). 

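NHA-Armi gave 28.0 rpm in the Piwi immunoprecipitation (no replicates; 1474 reads) and HA-Armi 12.5 rpm (617 reads), a log2 ratio of 1.161 (Fisher's exact test, p = 9.70e-69, BH-adjusted 7.27e-68 over 15 comparisons). In Aub it was 9.93 rpm (483 reads) and 4.52 rpm (214 reads), a log2 ratio of 1.137 (Fisher's exact test, p = 2.19e-23, BH-adjusted 6.56e-23). In Ago3 it was 3.80 rpm (168 reads) and 2.78 rpm (137 reads), a log2 ratio of 0.452 (Fisher's exact test, p = 0.0070, BH-adjusted 0.0087). LacZ alone rose in Piwi from 7.21 to 18.3 rpm, in Aub from 2.58 to 7.05 rpm and in Ago3 from 1.46 to 2.69 rpm (no replicates). The vector-derived end weighed most on the Piwi and Aub ratios, which were 1.280 and 1.238 without it, and reads of all deposited lengths on that of Ago3, which became 0.542. The paper compares the levels among the PIWI proteins and concludes that Armi-induced piRNAs load all of them.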

However, since different polyclonal antibodies are used for PIWI immunoprecipitations, it would be difficult to definitively conclude preferential loading into any protein. The piRNAs associating with the three PIWI proteins display the phasing pattern (Fig 5C) and strong U1-bias (Fig 5D), confirming their generation by primary processing. 

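The U1 share of LacZ piRNAs upon NHA-Armi tethering was 80.8% in Piwi (95% Wilson interval 78.2 to 83.2%; 964 reads), 62.4% in Aub (57.2 to 67.4%) and 74.8% in Ago3 (66.3 to 81.7%; 119 reads), without replicates. Counted by distinct sequence, which moved each share most, these were 63.9%, 50.3% and 65.7%. The 5′-to-5′ ratio of peak to intermediate distances was 1.559 in Piwi, 1.889 in Aub and 2.011 in Ago3, against 1.020, 1.012 and 1.021 in shuffled data (permutation p = 0.001 each, BH-adjusted 0.0013 over 10 groups). The 3′-to-5′ shares at distance 1 were 5.33%, 4.13% and 6.15%, against 2.46%, 2.19% and 2.26% (permutation p = 0.001, 0.001 and 0.005, BH-adjusted 0.0033, 0.0033 and 0.0083). Without the 10 positions with the most reads, a setting added after seeing the data, the 5′-to-5′ ratio was 0.995 in Piwi (permutation p = 0.563), 1.394 in Aub (permutation p = 0.002) and 1.072 in Ago3 (permutation p = 0.334). From the spacing and the U1-bias, the paper assigns these piRNAs to primary processing.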

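NHA-Armi DQAG gave 33.1 rpm in Piwi (1933 reads), 11.7 rpm in Aub (677 reads) and 5.10 rpm in Ago3 (306 reads), without replicates. The log2 ratios to HA-Armi were 1.400, 1.372 and 0.875 (Fisher's exact test, p = 6.41e-112, 1.87e-38 and 1.40e-09, BH-adjusted 9.62e-111, 9.34e-38 and 1.91e-09 over 15 comparisons). Its BoxB piRNAs in Piwi were 9.24 rpm (540 reads) against 0.610 rpm (30 reads), a larger ratio than that of LacZ, at 13.4 rpm (783 reads) against 7.21 rpm (355 reads). NHA-Shu gave 14.4 rpm in Piwi (768 reads), 8.66 rpm in Aub (465 reads) and 7.24 rpm in Ago3 (394 reads). Its log2 ratios were 0.199, 0.940 and 1.381 (Fisher's exact test, p = 0.0114, 4.11e-16 and 1.20e-24, BH-adjusted 0.0132, 1.03e-15 and 4.51e-24). Omitting the vector-derived end raised the Piwi ratio of NHA-Shu to 0.532, and reads of all deposited lengths raised that of Ago3 to 1.793. From levels above the control the paper concludes that both proteins trigger piRNAs in the germline.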

Interestingly, the Armi^DQAG^ mutant and Shu are also able to trigger piRNA generation. 

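NHA-Armi GNT gave 7.60 rpm in Piwi (417 reads), below HA-Armi, a log2 ratio of -0.722 (Fisher's exact test, p = 1.85e-15, BH-adjusted 3.97e-15 over 15 comparisons, no replicates). In Aub and Ago3 it gave 4.16 and 2.48 rpm (209 and 119 reads), log2 ratios of -0.119 and -0.167 (Fisher's exact test, p = 0.4085 and 0.3816, BH-adjusted 0.4085 for both). Without the vector-derived end, the choice with the most weight, these became 0.0374 and 0.115. Split by region in Piwi, LacZ fell to 2.23 rpm (122 reads), a log2 ratio of -1.697, while BoxB piRNAs rose to 2.85 rpm (156 reads) from 0.610 rpm (30 reads), a log2 ratio of 2.222 (Fisher's exact test, p = 4.99e-19, BH-adjusted 2.04e-18 over 45 comparisons). BoxB also rose in Aub, with 34 reads against 7, and in Ago3, with 21 reads against 5 (Fisher's exact test, BH-adjusted p = 1.05e-04 and 0.0022). NHA-Yb was below HA-Armi in all the immunoprecipitations, at 7.56, 2.19 and 0.846 rpm (361, 110 and 46 reads), with log2 ratios of -0.730, -1.045 and -1.717 (Fisher's exact test, BH-adjusted p = 1.79e-14, 3.49e-10 and 1.01e-13). For NHA-Yb in Ago3, reads of all deposited lengths gave -1.397. The paper classes both proteins as inactive in this assay.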

In contrast, the Armi^GNT^ mutant and the soma-specific piRNA factor Yb were inactive in the germline tethering assay (Fig 5B and S5 Fig). 

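Luciferase piRNAs with NHA-Shu reached 4.80 rpm in Piwi (256 reads) against 0.691 rpm with HA-Armi (34 reads), a log2 ratio of 2.796 (Fisher's exact test, BH-adjusted p = 2.20e-38 over 45 comparisons, no replicates). In Aub they reached 3.02 rpm (162 reads) against 0.633 rpm (30 reads), and in Ago3 4.45 rpm against 0.609 rpm (30 reads), with log2 ratios of 2.253 and 2.869 (Fisher's exact test, BH-adjusted p = 4.51e-19 and 4.85e-37). BoxB piRNAs also rose, with log2 ratios of 1.452, 3.121 and 2.744 in Piwi, Aub and Ago3 (Fisher's exact test, BH-adjusted p = 1.25e-06, 5.96e-12 and 3.36e-06). For LacZ they were -0.303, 0.474 and 0.146 (Fisher's exact test, BH-adjusted p = 0.0112, 0.0072 and 0.5794). With NHA-Armi, luciferase stood at 0.894 rpm in Piwi (47 reads), 0.473 rpm in Aub (23 reads) and 0.136 rpm in Ago3 (6 reads). With NHA-Armi DQAG it stood at 3.235, 1.347 and 0.783 rpm, log2 ratios of 2.227, 1.089 and 0.363 to HA-Armi. A rise in luciferase piRNAs was thus not particular to NHA-Shu. The whole-reporter level with NHA-Shu was 14.4 rpm in Piwi, compared with 28.0 rpm for NHA-Armi, and 7.24 rpm in Ago3, compared with 3.80 rpm. The paper describes the level with Shu as low next to that with Armi, with piRNAs from the upstream luciferase as well.

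**Figure D5:**
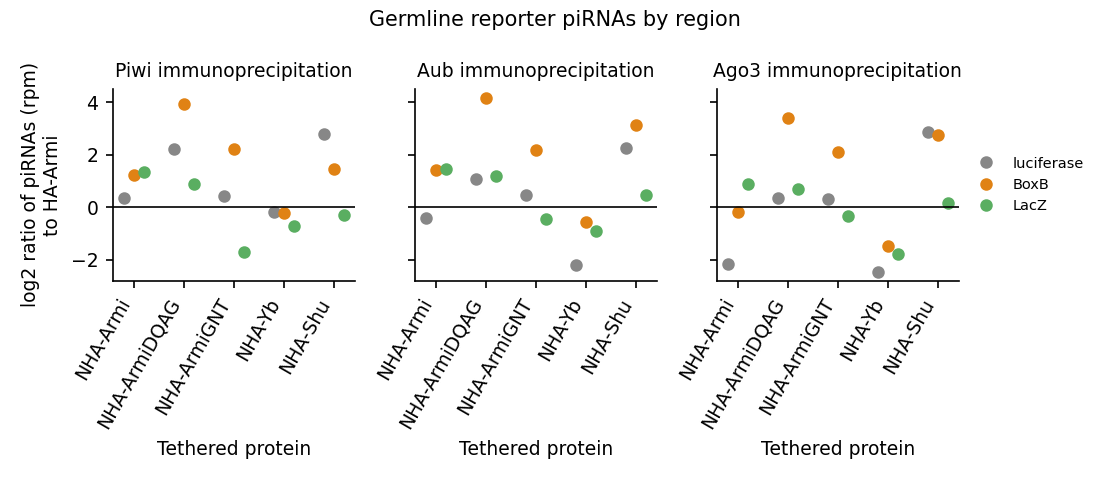
Log2 ratio of germline piRNAs (rpm) to HA-Armi by region, tethered protein and immunoprecipitation, a point per library without replicates. Luciferase with NHA-Shu lies at 2.796, 2.253 and 2.869, and BoxB with NHA-Armi DQAG at 3.922, 4.179 and 3.393.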

Shu tethering induced piRNAs only to a low level compared to that initiated by Armi, but generated piRNAs from the upstream luciferase region also (S5 Fig). Finally, we find a broad correlation between sub-cellular localization of the tethered proteins in the perinuclear nuage (labelled with endogenous Ago3) of the germline nurse cells and their ability to initiate piRNA biogenesis on reporter RNA, with the exception of ectopic Yb, which was also localized in the nuage (Fig 5E). Armi is shown to associate with Ago3, and both proteins accumulate in the nuage along with other piRNA pathway factors [32], allowing entry of the tethered transcripts into piRNA processing machinery. In conclusion, we demonstrate that nuage-localizing factors are able to channel a transcript into primary processing pathway in the fly ovarian germline.

**Fig 5:**
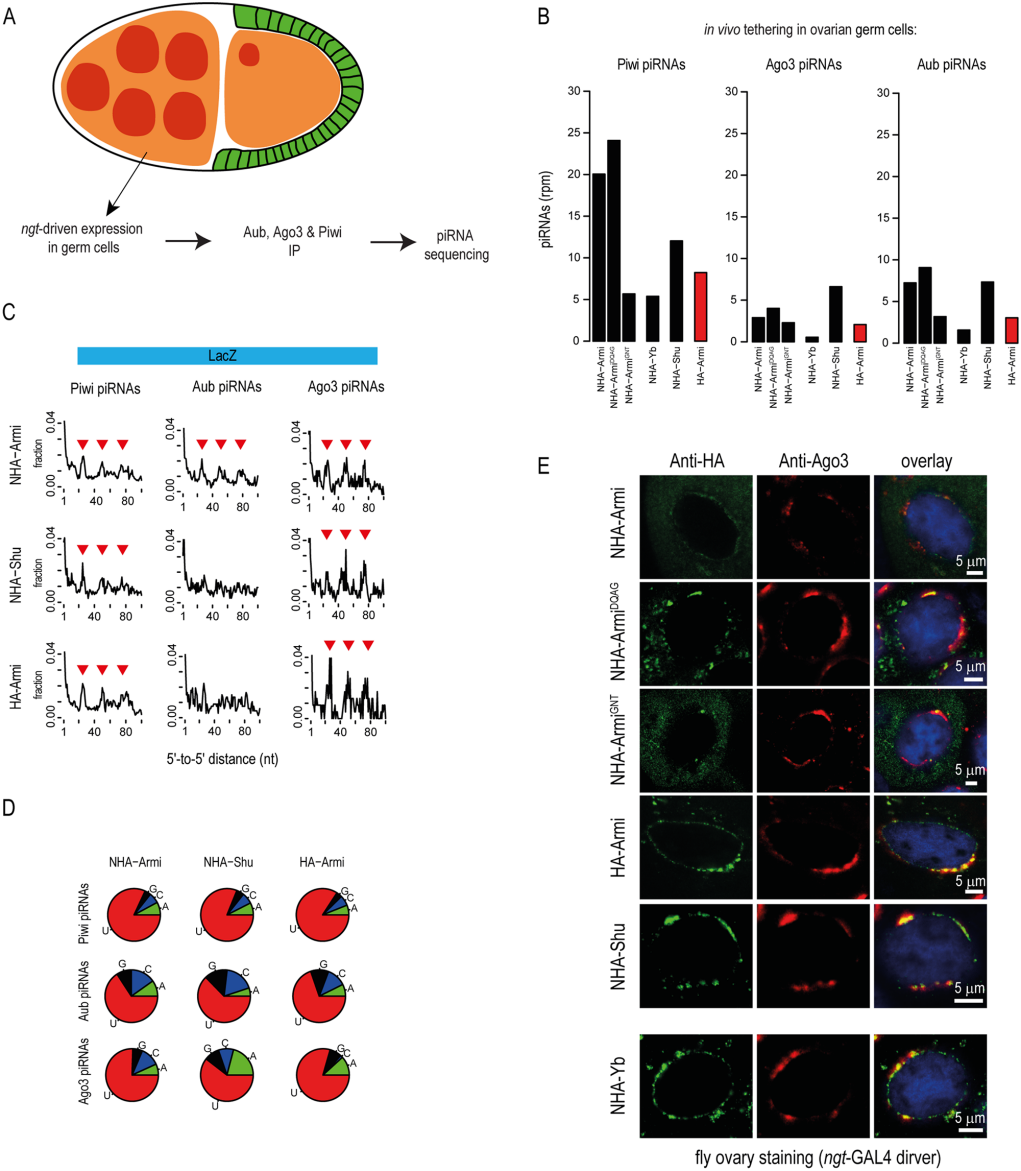
Armi tethering is sufficient to trigger piRNA production in the fly ovarian germ line. (A) A schematic representation of an egg chamber from *Drosophila melanogaster* ovary. The NGT-GAL4 expression system was used to co-express the NHA-tagged proteins with BoxB reporter transcript in the ovarian germ cells. All the three fly PIWI proteins were immunoprecipitated separately and deep sequencing libraries prepared with associated RNAs. (B) Presence of reporter-derived piRNAs in the three PIWI proteins (Aub, Ago3 and Piwi) under conditions where the indicated proteins were co-expressed. Armi and Shu tethering increased the piRNA production when compared to expression of HA-Armi, which cannot bind the reporter transcript. Yb did not induce piRNA production in the ovarian germline. (C) The 5′-to-5′ end-distances of piRNAs were compared for sequences arising from the LacZ region and shows the phased pattern of production. Note that the reporter co-expressed with HA-Armi (which cannot be tethered) also shows lower levels of piRNA production and these piRNAs also show the phasing pattern. (D) The frequencies of the 5′ nucleotide in reporter-derived piRNAs are shown. (E) Immunofluorescence detection of the ectopically expressed proteins in the fly ovarian germ cells. Co-localization of Armi, Shu and Yb with the endogenous Ago3 protein indicates their localization to the nuage.

## Discussion

Primary processing is the default pathway that generates piRNAs in all animal germlines. Since precursors are not unlike other cellular mRNAs or non-coding transcripts, there should be mechanisms in place to specify their entry into the processing machinery. Much is known about the secondary processing pathway operating in the fly ovarian germline, where PIWI slicing of a target transcript results in its entry into piRNA processing [9–11]. However, this depends on pre-existing piRNAs, which are suggested to be provided by maternal deposition in the egg. In contrast, primary processing has to kick-start piRNA production in the absence of pre-existing piRNAs (as in fly ovarian soma), and without the use of PIWI slicing [12]. How this is achieved is poorly understood.

Previous work implicated a role for sequences at the 5′ end of precursors termed piRNA-trigger sequences (PTSs) in recruiting the primary processing machinery in the OSC culture model [9, 13]. PTS elements are poorly defined and lack conservation, preventing their detailed study, but our work provides strong support to the hypothesis that they might provide landing sites for specific piRNA biogenesis factors.

In this study, we demonstrate that presence of a perfectly complementary site for abundant piRNAs within a reporter did not trigger piRNA biogenesis in the OSC system (S1B Fig). Instead, we show that artificial recruitment of primary biogenesis factors, Armi and Yb, to a reporter transcript is sufficient to identify it as a primary piRNA precursor (Figs 1 and 2). Among these, Armi is highly conserved and works in all the systems tested: fly ovarian soma and germline, and in the OSC cultures. Armi [14, 15, 21] and its mouse orthologue MOV10L1 [22–25] are absolutely essential for biogenesis of all piRNAs in flies and mice. In contrast, Yb is restricted to *Drosophila*, pointing to a non-conserved role for the protein in the fly somatic follicle cells [16]. The known interaction between Yb and Armi [16, 17] might ensure that Yb-tethered transcripts enter primary processing in the fly soma and in the OSC system (Figs 2 and 4), while lack of functionality of ectopically expressed Yb in the germline (Fig 5) could be due to competition from its germ cell specific homologues BoYb and SoYb [16].

Armi- or Yb-mediated primary processing of the tethered transcript strongly resembles that initiated by PIWI slicing in the fly germline [9–11] or in the mouse male germline [33, 34]. In both situations the transcript undergoes phased processing to generate piRNAs with a strong U1-bias, and predominantly proceeds in a 5′→3′ direction. This points to different modes of precursor identification that eventually channels the transcript into a common piRNA biogenesis machinery. We propose that tethering by nuage- or Yb body-localizing factors results in a fast-track access for the transcript to the resident piRNA biogenesis machinery in these cytoplasmic processing sites. RNA helicases are shown to recognize target RNAs in a sequence-independent manner [35], and this raises the possibility that any spurious association of piRNA biogenesis factors with other cellular RNAs can lead to their entry into the piRNA pathway, a situation that germ cells must actively prevent from happening. We believe that our tethering-mediated piRNA biogenesis strategy provides a valuable tool for further exploring the molecular mechanisms of primary piRNA processing and may even be harnessed for creation of designer small RNAs that can target any germline gene for epigenetic silencing.

## Materials and methods

### Antibodies used in this study

Antibodies to all three *Drosophila* PIWI proteins used in this study were previously described [9]. These include rabbit polyclonal antibodies (two rabbits: GJKO and GJLD) to *Drosophila* Piwi that were generated (EMBL Protein expression and purification core facility) against an insoluble antigen (Piwi antigen: 42–178 aa) produced in *E*.*coli* as an inclusion body. Single rabbits were used to generate the antibodies to *Drosophila* Aub and Ago3 (Aub antigen: 1–200 aa; Ago3 antigen:1–200 aa). Immunized rabbit sera were directly used for immunoprecipitation.

### Constructs for OSC experiments

For expression in the *Drosophila* ovarian somatic cell (OSC) cultures [19], we used the pAC5.1 vector (Life Technologies) driving expression from the fly *actin* promoter [9]. For expression of either HA-tag (pAC-HA) or N-HA-tag fusions (pAC-NHA), the pAC5.1 vector was further modified to add the necessary coding sequences. The HA tag is for detection of the expressed protein and the λN-peptide is for artificially tethering the fusion protein to a transcript containing BoxB sequences [20].

### Constructs and crosses for transgenic *Drosophila* experiments

For creating transgenic fly lines, the coding sequences for NHA- or HA-tagged fusions of Armi, Yb or Shu, and the point mutant versions were inserted into the pUASp_attB_delK10 plasmid containing the *white+* gene marker. These were used for site-specific integration (BestGene, Inc) in the *Drosophila* genome using the PhiC31 (ΦC31) integrase-mediated transgenesis system. Details of crosses are given in S1 Protocols.

### OSC cell culture and electroporation

*Drosophila* ovarian somatic cell (OSC; gift of Dr. M. Siomi, University of Tokyo) culture system is representative of the fly ovarian somatic follicle cells [19]. OSCs were cultured in 75 cm flasks and grown to 80% confluence. Approximately 3.5x10^6^ cells were used for each electroporation reaction using Cell Line Nucleofector Kit V (Lonza, Cat No. VCA-1003) and were plated in 6-well plate. Further details in S1 Protocols.

### Purification of recombinant Armi or Armi-Piwi complex

For production of recombinant proteins in the insect cells the following ovary-derived cells were used: Sf21 or Sf9 from Fall Army worm *Spodoptera frugiperda* or High Five (Hi5) from the cabbage looper, *Trichoplusia ni*. Expression of desired coding sequences was carried out with the use of recombinant Baculoviruses. Either single or multiple coding sequences were integrated into the Baculovirus genome using the MultiBac protein expression system [36]. The coding sequence for *Drosophila* Armitage (Armi) was isolated by RT-PCR from fly ovarian total RNA, while the codon-optimized DNA sequence was commercially synthesized (Shanghai ShineGene Molecular Biotech,Inc.). Detailed purification steps in S1 Protocols.

### RNA unwinding assay

RNA unwinding reaction was performed as described [37, 38] with some modifications. Single stranded RNA oligos were chemically synthesized (Microsynth, CH) and sequences are given in S1 Protocols. Substrates for RNA unwinding assay were prepared by annealing a 5′-endlabelled strand that was annealed with its unlabelled complementary partner. For details see S1 Protocols.

### Bioinformatic analysis of small RNA libraries

Reads were sorted into individual libraries based on the barcodes and the 3′ adapter sequences were clipped using cutadapt (DOI:http://dx.doi.org/10.14806/ej.17.1.200). Reads which are at least 15 nucleotides in length were used for subsequent analysis and the independent replicated libraries were merged together. Reads were then aligned to the desired reporter sequence using bowtie [39] allowing no mismatches. Analyses were performed as previously described [9]. See S1 Protocols for details.

## Supporting information

S1 Fig Perfectly complementary sites for piRNAs in a reporter does not trigger piRNA production in OSC cultures. (A) The length profile of piRNAs produced from the LacZ part of the reporter, containing the *flam* piRNA trigger sequence (PTS), when transfected into OSC cultures. Comparison of 5′-to-5′ and 3′-to-5′ end-distances between produced piRNAs does not show any regular positioning of the piRNAs. 

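For the flam PTS reporter in OSCs, the 5′-to-5′ ratio of peak to intermediate distances on LacZ was 1.073 against 1.008 in shuffled data (permutation p = 0.091, BH-adjusted 0.1092 over 6 comparisons; n = 2 libraries merged). The 3′-to-5′ share at distance 1 was 2.81% against 2.38% (permutation p = 0.126, BH-adjusted 0.1260). With reads of all deposited lengths, the ratio was 1.099 (permutation p = 0.004) and the share 2.74% (permutation p = 0.023). These distances were computed after the data had been seen.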

Many of the piRNAs are overlapping and start close to each other with most pairs starting at neighbouring nucleotides (5′-to-5′ distance equal to one). 

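Neighbouring 5′ ends took 3.91% of the 5′-to-5′ score over distances of 1 to 100 nt for the flam PTS reporter (n = 2 libraries merged), against 1.15% in shuffled data (permutation p = 0.001, the smallest possible, BH-adjusted 0.0015 over 6 comparisons). Reads of all deposited lengths gave 2.76%, the furthest from that share. The measure was added after the data had been seen.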

(B) Presence of a perfectly complementary binding site for abundant Piwi-bound piRNAs in a reporter does not initiate piRNA production in OSC cultures. The piRNA production is shown along the reporter as the read coverage (rpm) together with the coverage of targeting piRNAs. Two independent reporters with a single binding site for different piRNAs (piRNA 1 and piRNA 2) were tested. (C) Co-expression of the BoxB reporter with HA-Armi (which cannot bind the reporter) in follicle cells of transgenic fly ovaries. Very low levels of piRNAs are nevertheless produced in these conditions and comparison of 5′-to-5′ and 3′-to-5′ end distances between produced piRNAs reveal phased pattern of production. This is indicated by enriched 3′-to-5′ distance equal to one and 5′-to-5′ distance peaks which are separated by distances equal to piRNA length. (D) To assess the effect of Armi tethering on piRNA production, the piRNA reporter coverage of NHA-Armi was compared to HA-Armi control, which does not bind the reporter transcript. The log_2_ changes in piRNA coverage are shown. Overall change of piRNA levels for individual parts of the transcript is also provided.
(TIF) Click here for additional data file.

S2 Fig Recombinant Armi purification and RNA helicase assays. (A) Recombinant Armi and Armi^DQAG^ were expressed and purified from insect cells. Gel filtration factions of indicated proteins were resolved by SDS-PAGE and stained with Instant Blue stain. Both wildtype and mutant Armi proteins elute at similar fractions, indicating no gross change in structural integrity of the protein due to the mutation. (B) ATPase assay with recombinant Armi. RNA duplexes were prepared using a short 5′-end labelled single-stranded RNA (ssRNA) that is annealed to its longer complementary strand such that duplexes have either 5′ or 3′ overhangs. The native polyacrylamide gel is shown resolving the double-stranded RNAs (dsRNAs) and ssRNAs. Duplexes with a 5′ single-stranded overhang is used as a substrate by Armi, as indicated by the fast-migrating ssRNA band. Heat-denaturation also releases this ssRNA band. (C) Western analysis of HA-tagged proteins in fly ovary lysates. Proteins were expressed with the *tj*-GAL4 driver in the fly ovarian soma. Both NHA-Yb and NHA-Shu are expressed. Tubulin is used as loading control. (D) Immunofluorescence detection of indicated HA-tagged proteins (red) and co-localization with an endogenous Yb body marker protein (green).
(TIF) Click here for additional data file.

S3 Fig Tethering Armi and Yb to a transcript triggers piRNA production in the *Drosophila* ovarian somatic cell (OSC) culture model. (A) A BoxB reporter was tethered with indicated proteins in *Drosophila* OSC cultures and generated piRNAs analysed by deep sequencing Piwi-bound RNAs. Length profiles of reporter-derived piRNAs are shown. The profiles of piRNAs derived from luciferase and LacZ regions are plotted separately. Note that LacZ region produces substantially more piRNAs in absolute terms (see panel C). (B) The BoxB reporter transcript alone produces low background levels of piRNAs when expressed in OSCs. 

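Expressed alone in OSCs, the BoxB reporter gave 70.1 ± 15.7 rpm of piRNAs (SD, n = 2), or 24.8 ± 4.4 rpm without the vector-derived end, of which LacZ gave 21.8 ± 4.0 rpm (SD, n = 2 each). NHA-LacZ libraries of the tethering series had 21.7 ± 15.1 rpm (SD, n = 6). In a comparison chosen after the data had been seen, the log2 ratio between them was 1.690 (exact permutation test, p = 0.0357, the smallest possible). No flow cell held both, so the protein and the sequencing run cannot be told apart. Leaving out the highest NHA-LacZ library changed the ratio most, to 2.167, and without the vector-derived end it was 1.877 (exact permutation test, p = 0.0714). With NHA-Armi the level was 312.1 rpm.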

(C) The absolute levels of piRNAs produced from the reporter are plotted as read coverage (rpm). The protein co-expressed with the reporter is indicated. The amount of piRNAs produced from separate reporter regions is also shown. (D) The 5′-to-5′ end and 3′-to-5′ distances between the piRNAs are shown for the LacZ region of the reporter. No preferred distances between piRNAs can be observed except for the preference of the 5′ ends to start at neighbouring nucleotides (5′-to-5′ distance equal to one). 

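With NHA-Armi in OSCs, 3.24% of the 5′-to-5′ score over distances of 1 to 100 nt fell at distance 1 (n = 5 libraries merged), against 1.18% in shuffled data (permutation p = 0.001, the smallest possible, BH-adjusted 0.0015 over 6 comparisons). The 5′-to-5′ ratio of peak to intermediate distances was 1.198 against 1.009 (permutation p = 0.002, BH-adjusted 0.0020 over 10 groups). Reads of all deposited lengths moved the share at distance 1 furthest, to 2.59%. That share was added after the data had been seen.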

This situation is different from the phasing observed with the somatic follicle cells in the fly ovary.
(TIF) Click here for additional data file.

S4 Fig Distribution of piRNAs is affected by frequency and position of uridines in a precursor transcript in the OSC culture system. (A) Three different BoxB reporters (Original, U-less or U-interval) were tethered with NHA-Armi and piRNA production examined. Length profiles of reporter-derived piRNAs are shown. (B) The distribution of 5′ end of piRNAs is shown along the reporter for the U-less and U-interval reporters. U-less reporter was designed to contain two regions that are completely devoid of Us (no-U #1 and no-U #2; pink shaded regions). U-interval reporter has Us at specific positions (blue lines). Comparison of these 5′ end distributions with the original reporter shows striking influence of U distribution on the distribution of 5′ piRNA ends. (C) Mutual comparison of piRNA coverage along the part of LacZ region for the original, U-less and U-interval reporters upon tethering of NHA-Armi. The U-less and U-interval reporters have similar coverage in the affected region which is completely devoid of Us (in case of the U-less reporter) or strongly depleted of Us (in case of the U-interval reporter). (D) Nucleotide composition is shown for the nucleotide immediately following the 3′ end of the piRNAs. LacZ piRNAs triggered by NHA-Armi tethering were analysed. The dominance of Us suggests a sequential piRNA biogenesis mechanism that simultaneously generates the (U1) 5′ end of a piRNA and 3′ end of the preceding one. Nevertheless, we were unable to compute the phasing pattern as mentioned in S3D Fig. (E) Only part of the LacZ sequence is shown for the different reporters. Individual piRNAs produced from the original, U-less and U-interval reporters are plotted. Only sequences that were sequenced at least 10 times were considered. The pink shaded region defines the region which is completely devoid of Us in the U-less reporter. Note that even in the absence of Us, primary piRNA processing continues in a phased manner from the unchanged part of the reporter (upstream), into the no-U region, and then into the downstream regions.
(TIF) Click here for additional data file.

S5 Fig Armi tethering drives piRNA production from a BoxB reporter in fly ovarian germ cells. A BoxB reporter was tethered with indicated proteins (NHA-tagged) in the germ cells of fly ovaries, and piRNAs generated from the reporter were detected by immunoprecipitations of the three PIWI proteins. Note that HA-Armi is unable to tether to the reporter, so serves as the background control. (A) The absolute piRNA coverages are shown. Note that the scales are different when plotting the absolute piRNA levels. Ago3, Aub and Piwi piRNA distribution was analysed separately. (B) Absolute piRNA levels produced from the different regions (luciferase, BoxB and LacZ) of the reporter, when tethered by indicated proteins, are shown. Note that NHA-Shutdown (Shu) tethering results in piRNA generation from the entire transcript (including the luciferase part).
(TIF) Click here for additional data file.

S1 Table List of all deep sequencing libraries used in this study. All deep sequencing libraries generated in this study are deposited with Gene Expression Omnibus (GEO) under the accession numbers GSE102013.
(PDF) Click here for additional data file.

S1 Protocols Detailed protocols used in this study. A detailed description of protocols, materials and reporter sequences used in this study is given.
(DOCX) Click here for additional data file.

# Supplementary material for: Recruitment of Armitage and Yb to a transcript triggers its phased processing into primary piRNAs in Drosophila ovaries
**Source:** PLoS Genet. 2017 Aug 21;13(8):e1006956. doi: 10.1371/journal.pgen.1006956
**Supplement:** S1 Table — All deep sequencing libraries generated in this study are deposited with Gene Expression Omnibus (GEO) under the accession numbers GSE102013.

Reporter constructs used:

|       |                                           |
|-------|-------------------------------------------|
| 1347  | Luc-LacZ                                  |
| 1355  | Luc-Flam718-LacZ                          |
| 1357  | Luc-piRNA1-LacZ                           |
| 1358  | Luc-piRNA2-LacZ                           |
| 1356  | Luc-5BoxB-LacZ                            |
| Uless | Luc-5BoxB-LacZ with U-depleted regions    |
| Uint  | Luc-5BoxB-LacZ with Us at specific places |

# Supplementary material for: Recruitment of Armitage and Yb to a transcript triggers its phased processing into primary piRNAs in Drosophila ovaries
**Source:** PLoS Genet. 2017 Aug 21;13(8):e1006956. doi: 10.1371/journal.pgen.1006956
**Supplement:** S1 Protocols — A detailed description of protocols, materials and reporter sequences used in this study is given.

**S1 Protocols**

Detailed protocols, sequences of RNA oligos, information on fly lines used are given in this section.

**Antibodies used in this study**

Antibodies to all three *Drosophila* PIWI proteins used in this study were previously described [[1](#_ENREF_1)]. These include rabbit polyclonal antibodies (two rabbits: GJKO and GJLD) to *Drosophila* Piwi that were generated (EMBL Protein expression and purification core facility) against an insoluble antigen (Piwi antigen: 42-178 aa) produced in *E.coli* as an inclusion body. Single rabbits were used to generate the antibodies to *Drosophila* Aub and Ago3 (Aub antigen: 1-200 aa; Ago3 antigen:1-200 aa). Immunized rabbit sera were directly used for immunoprecipitation.

Other antibodies used are: anti-Armi (gift of M. Siomi) [[2](#_ENREF_2)], anti-Yb (gift of J. Brennecke) [[3](#_ENREF_3)], anti-Tubulin/actin (Abcam: ab6046), anti-His (Amersham: 27-4710-01) and anti-MBP (NEB: E8032S) antibodies. HA tagged proteins were detected by mouse anti-HA (42F3; gift of M. Buehler) and rabbit polyclonal anti-HA (Santa Cruz: sc-805, HA-probe Y-11).

For immunofluorescence studies the following secondary antibodies were used: anti-rabbit (Life Technologies; Alexa Fluor 488, A11034), anti-rabbit (Life Technologies; Alexa Fluor 594, A11037) and anti-mouse (Life Technologies; Alexa Fluor 594, A11005). The following secondary antibodies conjugated to Horse Radish Peroxidase were used for Western analyses: anti-rabbit IgG HRP-linked antibody (GE Healthcare; NA934), anti-mouse IgG HRP-linked (GE Healthcare; NA931).

**Constructs for OSC experiments**

For expression in the *Drosophila* ovarian somatic cell (OSC) cultures [[4](#_ENREF_4)], we used the pAC5.1 vector (Life Technologies) driving expression from the fly *actin* promoter [[1](#_ENREF_1)]. For expression of either HA-tag (pAC-HA) or N-HA-tag fusions (pAC-NHA), the pAC5.1 vector was further modified to add the necessary coding sequences. The HA tag is for detection of the expressed protein and the λN-peptide is for artificially tethering the fusion protein to a transcript containing BoxB sequences [[5](#_ENREF_5)].

The following sequences were chemically synthesized (ShineGene Bio-Technologies, Inc., Shanghai, China) and cloned as the BoxB reporter transcripts in the KpnI and XbaI restrictions sites of the pAC5.1 vector. The Original Reporter-5BoxB contained a combination of sequences derived from the firefly luciferase from *Photinus pyralis* and LacZ, with five BoxB hairpins placed in between at HindIII-NotI site. These sequences were also used for mapping the reads from deep sequencing libraries.

Original Reporter-5BoxB

**GGTACC**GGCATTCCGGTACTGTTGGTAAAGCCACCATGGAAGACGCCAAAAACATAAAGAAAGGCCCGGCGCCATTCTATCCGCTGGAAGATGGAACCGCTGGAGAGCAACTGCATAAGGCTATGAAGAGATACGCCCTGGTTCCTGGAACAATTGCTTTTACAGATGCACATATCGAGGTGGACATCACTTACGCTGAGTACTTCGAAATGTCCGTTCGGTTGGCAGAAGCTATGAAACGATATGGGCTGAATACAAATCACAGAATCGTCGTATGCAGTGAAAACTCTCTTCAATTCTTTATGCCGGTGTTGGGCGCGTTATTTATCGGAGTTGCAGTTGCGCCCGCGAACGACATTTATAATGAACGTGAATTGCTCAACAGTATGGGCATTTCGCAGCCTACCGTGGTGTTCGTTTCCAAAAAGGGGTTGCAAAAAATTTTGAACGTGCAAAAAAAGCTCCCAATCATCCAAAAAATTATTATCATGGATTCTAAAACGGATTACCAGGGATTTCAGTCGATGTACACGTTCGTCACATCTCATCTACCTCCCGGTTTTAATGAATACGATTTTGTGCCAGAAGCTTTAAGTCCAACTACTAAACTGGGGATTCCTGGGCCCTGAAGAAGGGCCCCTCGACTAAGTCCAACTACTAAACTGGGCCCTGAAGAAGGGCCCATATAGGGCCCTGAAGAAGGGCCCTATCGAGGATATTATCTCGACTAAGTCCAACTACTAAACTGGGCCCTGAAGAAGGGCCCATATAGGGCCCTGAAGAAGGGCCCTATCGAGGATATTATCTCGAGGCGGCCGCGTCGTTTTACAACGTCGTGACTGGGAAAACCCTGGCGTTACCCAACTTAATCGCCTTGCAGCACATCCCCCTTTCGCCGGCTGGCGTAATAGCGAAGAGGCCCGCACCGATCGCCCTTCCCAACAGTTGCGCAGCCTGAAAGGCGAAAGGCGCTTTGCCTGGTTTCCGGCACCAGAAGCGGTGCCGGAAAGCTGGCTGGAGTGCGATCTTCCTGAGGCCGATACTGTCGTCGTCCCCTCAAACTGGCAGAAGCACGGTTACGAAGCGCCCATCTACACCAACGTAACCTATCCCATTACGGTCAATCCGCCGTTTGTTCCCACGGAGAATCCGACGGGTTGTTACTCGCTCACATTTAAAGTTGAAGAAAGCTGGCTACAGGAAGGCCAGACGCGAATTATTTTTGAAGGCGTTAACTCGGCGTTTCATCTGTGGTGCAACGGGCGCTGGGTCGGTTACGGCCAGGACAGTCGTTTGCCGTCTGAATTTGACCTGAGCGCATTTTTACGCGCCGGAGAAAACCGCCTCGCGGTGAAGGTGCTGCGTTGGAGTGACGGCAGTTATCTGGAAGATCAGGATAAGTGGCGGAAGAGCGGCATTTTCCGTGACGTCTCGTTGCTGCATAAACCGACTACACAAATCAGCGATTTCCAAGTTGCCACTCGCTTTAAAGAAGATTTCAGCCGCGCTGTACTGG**C**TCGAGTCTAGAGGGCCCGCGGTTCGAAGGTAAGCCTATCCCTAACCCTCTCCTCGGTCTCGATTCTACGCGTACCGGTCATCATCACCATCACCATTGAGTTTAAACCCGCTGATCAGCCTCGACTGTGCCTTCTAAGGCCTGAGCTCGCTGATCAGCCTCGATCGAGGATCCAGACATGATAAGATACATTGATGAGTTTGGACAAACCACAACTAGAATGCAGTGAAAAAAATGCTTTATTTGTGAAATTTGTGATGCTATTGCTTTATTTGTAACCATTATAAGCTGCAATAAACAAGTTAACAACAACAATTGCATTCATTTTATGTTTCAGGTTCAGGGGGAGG

U-less 5BoxB reporter (same as Original Reporter-5BoxB, but having two patches of no-U sequences)

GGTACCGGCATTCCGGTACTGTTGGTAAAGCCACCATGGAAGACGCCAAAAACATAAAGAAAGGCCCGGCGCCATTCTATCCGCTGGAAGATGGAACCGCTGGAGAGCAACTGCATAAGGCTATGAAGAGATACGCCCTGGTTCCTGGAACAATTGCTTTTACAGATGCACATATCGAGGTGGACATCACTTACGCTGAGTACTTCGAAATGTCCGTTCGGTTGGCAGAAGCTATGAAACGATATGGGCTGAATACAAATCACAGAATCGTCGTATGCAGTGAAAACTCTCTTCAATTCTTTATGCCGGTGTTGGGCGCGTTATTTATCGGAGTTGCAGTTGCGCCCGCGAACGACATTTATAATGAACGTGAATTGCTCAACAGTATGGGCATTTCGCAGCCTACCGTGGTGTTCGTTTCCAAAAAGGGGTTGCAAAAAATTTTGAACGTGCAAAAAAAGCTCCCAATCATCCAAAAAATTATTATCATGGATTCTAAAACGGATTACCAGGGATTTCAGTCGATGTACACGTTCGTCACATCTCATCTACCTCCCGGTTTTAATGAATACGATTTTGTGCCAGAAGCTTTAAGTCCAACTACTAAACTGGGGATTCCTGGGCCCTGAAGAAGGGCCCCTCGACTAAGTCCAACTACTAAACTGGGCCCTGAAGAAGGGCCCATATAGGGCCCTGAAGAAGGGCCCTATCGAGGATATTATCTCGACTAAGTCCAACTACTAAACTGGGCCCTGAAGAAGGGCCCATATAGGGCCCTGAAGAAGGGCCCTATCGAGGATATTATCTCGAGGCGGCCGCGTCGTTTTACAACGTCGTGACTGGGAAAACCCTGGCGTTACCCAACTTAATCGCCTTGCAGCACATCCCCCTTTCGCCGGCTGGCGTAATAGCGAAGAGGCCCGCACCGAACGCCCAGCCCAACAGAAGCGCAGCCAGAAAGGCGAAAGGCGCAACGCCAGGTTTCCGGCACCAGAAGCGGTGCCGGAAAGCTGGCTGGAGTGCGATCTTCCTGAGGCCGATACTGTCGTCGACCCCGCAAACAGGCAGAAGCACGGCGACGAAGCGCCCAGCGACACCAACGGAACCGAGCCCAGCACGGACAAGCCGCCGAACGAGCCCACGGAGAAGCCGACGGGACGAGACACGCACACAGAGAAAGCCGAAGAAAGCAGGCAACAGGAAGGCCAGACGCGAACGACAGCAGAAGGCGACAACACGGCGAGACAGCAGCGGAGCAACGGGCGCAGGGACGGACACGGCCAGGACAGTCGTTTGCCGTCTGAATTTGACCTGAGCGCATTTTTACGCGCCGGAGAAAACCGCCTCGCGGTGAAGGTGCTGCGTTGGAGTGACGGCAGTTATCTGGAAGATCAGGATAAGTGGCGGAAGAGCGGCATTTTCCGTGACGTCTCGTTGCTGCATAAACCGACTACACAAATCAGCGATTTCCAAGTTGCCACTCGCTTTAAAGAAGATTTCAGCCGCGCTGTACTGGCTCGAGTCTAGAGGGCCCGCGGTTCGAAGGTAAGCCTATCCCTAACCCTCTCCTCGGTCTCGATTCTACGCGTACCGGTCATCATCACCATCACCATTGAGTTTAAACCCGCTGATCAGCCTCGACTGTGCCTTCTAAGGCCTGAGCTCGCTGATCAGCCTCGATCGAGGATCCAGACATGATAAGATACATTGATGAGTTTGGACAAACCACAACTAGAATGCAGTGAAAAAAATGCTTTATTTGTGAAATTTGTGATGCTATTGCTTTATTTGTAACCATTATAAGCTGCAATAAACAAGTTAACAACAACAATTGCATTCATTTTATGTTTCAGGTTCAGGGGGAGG

U-interval 5BoxB reporter (same as Original Reporter-5BoxB, but having Us spaced at varying intervals)

Reporter **lacking** BoxB (same as Original Reporter-5BoxB, but lacking BoxBs)

**GGTACC**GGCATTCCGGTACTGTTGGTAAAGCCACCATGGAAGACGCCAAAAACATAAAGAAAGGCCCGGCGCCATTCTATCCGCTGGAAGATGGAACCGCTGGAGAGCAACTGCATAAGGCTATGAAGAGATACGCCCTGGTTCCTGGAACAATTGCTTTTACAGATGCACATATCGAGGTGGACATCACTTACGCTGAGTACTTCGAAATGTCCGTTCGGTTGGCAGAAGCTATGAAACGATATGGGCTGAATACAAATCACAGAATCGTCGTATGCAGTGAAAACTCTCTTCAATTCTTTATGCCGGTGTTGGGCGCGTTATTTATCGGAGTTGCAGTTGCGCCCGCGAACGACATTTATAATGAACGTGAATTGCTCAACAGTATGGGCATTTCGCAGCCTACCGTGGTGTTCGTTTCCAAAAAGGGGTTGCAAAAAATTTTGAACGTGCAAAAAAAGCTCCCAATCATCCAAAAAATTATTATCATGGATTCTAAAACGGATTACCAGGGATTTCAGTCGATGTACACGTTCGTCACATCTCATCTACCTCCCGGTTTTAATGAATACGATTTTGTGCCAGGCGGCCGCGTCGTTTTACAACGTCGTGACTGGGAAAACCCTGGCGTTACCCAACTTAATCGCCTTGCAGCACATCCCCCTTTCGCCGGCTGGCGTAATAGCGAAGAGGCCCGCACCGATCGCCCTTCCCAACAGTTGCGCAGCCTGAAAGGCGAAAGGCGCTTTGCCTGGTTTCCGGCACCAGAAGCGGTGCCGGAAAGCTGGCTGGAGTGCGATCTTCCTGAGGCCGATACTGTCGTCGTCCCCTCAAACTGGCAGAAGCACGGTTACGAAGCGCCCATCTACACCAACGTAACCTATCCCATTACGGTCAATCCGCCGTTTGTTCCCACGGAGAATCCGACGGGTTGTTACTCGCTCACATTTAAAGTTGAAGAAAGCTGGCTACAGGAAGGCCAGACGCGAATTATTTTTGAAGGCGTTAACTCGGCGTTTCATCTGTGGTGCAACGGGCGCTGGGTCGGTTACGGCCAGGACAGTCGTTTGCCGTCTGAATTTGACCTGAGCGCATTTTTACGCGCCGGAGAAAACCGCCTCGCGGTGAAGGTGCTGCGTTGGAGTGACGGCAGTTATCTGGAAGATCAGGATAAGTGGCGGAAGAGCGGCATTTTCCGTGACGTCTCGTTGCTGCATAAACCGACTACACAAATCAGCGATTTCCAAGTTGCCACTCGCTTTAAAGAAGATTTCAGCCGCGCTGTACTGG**C**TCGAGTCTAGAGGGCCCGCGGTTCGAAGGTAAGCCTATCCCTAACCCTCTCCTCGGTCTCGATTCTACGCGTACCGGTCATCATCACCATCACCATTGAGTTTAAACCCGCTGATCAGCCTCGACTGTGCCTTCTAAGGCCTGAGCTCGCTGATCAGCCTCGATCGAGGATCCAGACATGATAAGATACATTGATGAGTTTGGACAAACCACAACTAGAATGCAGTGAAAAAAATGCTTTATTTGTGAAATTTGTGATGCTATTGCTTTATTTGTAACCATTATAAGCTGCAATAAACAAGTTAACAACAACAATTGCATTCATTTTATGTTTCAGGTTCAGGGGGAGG

Reporter with PTS instead of 5BoxB (Luc-*flam*718-LacZ)

The reporter has a 1-718 nt fragment of the *flamenco* piRNA cluster precursor transcript instead of 5BoxB hairpins in between the luciferase and LacZ regions.

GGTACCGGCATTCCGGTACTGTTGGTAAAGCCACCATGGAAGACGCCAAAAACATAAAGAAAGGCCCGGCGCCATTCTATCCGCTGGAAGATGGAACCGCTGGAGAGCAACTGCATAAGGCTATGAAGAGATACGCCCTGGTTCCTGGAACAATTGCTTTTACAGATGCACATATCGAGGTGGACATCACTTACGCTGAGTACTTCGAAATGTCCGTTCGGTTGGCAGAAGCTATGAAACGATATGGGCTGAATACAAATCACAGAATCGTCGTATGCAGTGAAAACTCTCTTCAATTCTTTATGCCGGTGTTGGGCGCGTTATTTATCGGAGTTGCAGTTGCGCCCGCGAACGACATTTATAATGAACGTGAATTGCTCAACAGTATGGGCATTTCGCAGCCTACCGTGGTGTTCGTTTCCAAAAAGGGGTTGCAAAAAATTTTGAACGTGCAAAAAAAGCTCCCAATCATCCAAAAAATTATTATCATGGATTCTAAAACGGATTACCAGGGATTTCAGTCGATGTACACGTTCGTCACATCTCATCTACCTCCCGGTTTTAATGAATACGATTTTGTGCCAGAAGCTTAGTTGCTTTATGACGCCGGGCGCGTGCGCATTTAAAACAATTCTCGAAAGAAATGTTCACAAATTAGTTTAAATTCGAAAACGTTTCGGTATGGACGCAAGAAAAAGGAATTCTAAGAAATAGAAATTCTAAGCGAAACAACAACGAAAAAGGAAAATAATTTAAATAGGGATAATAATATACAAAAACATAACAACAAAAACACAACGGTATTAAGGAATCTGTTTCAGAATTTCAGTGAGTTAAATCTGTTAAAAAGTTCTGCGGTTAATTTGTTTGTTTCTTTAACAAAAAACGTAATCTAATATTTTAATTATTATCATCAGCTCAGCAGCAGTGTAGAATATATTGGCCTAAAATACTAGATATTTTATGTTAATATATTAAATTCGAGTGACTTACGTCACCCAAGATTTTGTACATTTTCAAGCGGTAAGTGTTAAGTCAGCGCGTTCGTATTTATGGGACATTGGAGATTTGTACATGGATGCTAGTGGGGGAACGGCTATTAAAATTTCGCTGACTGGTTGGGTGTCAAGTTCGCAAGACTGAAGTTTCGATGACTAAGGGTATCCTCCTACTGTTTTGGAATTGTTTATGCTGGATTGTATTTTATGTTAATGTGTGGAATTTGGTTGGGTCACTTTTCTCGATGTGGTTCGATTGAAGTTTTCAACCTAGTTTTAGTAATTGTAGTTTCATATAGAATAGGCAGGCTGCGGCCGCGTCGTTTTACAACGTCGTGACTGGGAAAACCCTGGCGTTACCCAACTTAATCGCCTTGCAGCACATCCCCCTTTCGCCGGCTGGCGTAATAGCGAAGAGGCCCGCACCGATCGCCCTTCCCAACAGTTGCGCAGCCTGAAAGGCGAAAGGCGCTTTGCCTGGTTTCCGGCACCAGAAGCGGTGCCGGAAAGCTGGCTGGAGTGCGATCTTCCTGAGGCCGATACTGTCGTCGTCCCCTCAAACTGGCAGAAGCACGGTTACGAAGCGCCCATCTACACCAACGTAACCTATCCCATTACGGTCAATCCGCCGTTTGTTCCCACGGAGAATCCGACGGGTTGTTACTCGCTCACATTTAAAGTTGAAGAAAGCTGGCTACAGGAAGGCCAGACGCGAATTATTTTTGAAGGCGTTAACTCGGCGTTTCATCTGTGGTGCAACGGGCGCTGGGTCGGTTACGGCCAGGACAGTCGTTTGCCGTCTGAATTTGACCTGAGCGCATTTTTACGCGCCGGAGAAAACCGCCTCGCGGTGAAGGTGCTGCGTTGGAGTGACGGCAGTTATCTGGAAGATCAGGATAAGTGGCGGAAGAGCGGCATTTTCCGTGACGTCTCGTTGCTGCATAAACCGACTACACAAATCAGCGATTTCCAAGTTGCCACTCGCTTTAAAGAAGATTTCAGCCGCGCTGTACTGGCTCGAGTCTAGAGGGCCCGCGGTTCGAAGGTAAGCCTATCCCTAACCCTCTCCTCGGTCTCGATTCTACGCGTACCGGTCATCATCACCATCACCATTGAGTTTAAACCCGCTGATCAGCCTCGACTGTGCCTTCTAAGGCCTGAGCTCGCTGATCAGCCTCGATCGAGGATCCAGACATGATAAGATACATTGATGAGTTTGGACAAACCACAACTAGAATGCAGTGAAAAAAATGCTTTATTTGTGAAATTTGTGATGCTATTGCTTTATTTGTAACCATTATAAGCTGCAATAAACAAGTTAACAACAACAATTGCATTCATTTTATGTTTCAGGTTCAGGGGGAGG

Reporter with piRNA binding site

We also created reporters with a perfectly complementary binding site for abundant Piwi-bound piRNAs. Briefly, we identified two most abundant piRNA sequences frequently found in multiple Piwi-bound piRNA libraries prepared from *Drosophila* OSC cultures. We inserted a single perfectly complementary binding site for a piRNA in between the firefly luciferase and LacZ sequences. The required reporter sequence was chemically synthesized (ShineGene Bio-Technologies, Inc., Shanghai, China).

Reporter with piRNA-1 target site

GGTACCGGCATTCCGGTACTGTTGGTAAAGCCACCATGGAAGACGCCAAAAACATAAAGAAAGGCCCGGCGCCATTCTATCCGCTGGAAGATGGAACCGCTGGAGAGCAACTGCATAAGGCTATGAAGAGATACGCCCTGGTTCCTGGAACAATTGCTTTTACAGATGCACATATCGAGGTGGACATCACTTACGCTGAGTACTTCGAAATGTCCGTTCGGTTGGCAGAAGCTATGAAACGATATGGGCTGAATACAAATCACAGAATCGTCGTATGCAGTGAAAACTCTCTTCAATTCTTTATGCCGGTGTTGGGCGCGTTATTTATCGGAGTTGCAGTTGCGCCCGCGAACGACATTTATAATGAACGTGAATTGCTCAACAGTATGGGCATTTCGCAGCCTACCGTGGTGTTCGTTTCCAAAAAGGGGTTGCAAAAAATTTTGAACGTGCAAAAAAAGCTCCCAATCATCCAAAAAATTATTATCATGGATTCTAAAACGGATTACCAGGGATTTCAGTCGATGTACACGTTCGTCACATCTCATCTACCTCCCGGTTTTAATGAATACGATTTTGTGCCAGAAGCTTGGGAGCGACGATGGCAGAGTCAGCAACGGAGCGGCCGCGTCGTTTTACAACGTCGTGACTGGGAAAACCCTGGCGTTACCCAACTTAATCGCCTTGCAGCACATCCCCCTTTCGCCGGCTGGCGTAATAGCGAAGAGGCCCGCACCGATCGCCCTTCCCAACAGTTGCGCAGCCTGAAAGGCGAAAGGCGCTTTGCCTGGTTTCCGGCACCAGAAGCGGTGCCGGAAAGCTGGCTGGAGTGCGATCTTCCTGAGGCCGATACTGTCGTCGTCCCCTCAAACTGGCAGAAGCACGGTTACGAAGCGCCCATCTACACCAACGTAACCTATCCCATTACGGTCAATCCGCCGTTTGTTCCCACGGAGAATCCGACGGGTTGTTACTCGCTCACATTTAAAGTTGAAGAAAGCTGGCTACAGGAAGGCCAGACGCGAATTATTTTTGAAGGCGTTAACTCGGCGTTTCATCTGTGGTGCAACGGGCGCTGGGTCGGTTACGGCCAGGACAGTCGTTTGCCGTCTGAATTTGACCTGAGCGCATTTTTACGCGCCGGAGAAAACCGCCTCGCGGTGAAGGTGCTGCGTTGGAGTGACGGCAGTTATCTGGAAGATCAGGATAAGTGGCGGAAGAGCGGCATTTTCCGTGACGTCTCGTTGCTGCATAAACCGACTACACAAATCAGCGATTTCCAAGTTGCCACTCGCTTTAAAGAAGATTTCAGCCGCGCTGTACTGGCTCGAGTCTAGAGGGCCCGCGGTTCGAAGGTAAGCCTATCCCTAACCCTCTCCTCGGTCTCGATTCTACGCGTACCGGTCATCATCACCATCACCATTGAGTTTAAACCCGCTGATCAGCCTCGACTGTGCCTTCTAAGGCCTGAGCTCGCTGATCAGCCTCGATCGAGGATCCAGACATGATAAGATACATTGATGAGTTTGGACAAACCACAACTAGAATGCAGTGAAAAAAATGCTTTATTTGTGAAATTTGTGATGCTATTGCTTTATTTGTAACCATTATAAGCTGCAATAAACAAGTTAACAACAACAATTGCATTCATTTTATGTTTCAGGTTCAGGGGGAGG

Reporter with piRNA-2 target site

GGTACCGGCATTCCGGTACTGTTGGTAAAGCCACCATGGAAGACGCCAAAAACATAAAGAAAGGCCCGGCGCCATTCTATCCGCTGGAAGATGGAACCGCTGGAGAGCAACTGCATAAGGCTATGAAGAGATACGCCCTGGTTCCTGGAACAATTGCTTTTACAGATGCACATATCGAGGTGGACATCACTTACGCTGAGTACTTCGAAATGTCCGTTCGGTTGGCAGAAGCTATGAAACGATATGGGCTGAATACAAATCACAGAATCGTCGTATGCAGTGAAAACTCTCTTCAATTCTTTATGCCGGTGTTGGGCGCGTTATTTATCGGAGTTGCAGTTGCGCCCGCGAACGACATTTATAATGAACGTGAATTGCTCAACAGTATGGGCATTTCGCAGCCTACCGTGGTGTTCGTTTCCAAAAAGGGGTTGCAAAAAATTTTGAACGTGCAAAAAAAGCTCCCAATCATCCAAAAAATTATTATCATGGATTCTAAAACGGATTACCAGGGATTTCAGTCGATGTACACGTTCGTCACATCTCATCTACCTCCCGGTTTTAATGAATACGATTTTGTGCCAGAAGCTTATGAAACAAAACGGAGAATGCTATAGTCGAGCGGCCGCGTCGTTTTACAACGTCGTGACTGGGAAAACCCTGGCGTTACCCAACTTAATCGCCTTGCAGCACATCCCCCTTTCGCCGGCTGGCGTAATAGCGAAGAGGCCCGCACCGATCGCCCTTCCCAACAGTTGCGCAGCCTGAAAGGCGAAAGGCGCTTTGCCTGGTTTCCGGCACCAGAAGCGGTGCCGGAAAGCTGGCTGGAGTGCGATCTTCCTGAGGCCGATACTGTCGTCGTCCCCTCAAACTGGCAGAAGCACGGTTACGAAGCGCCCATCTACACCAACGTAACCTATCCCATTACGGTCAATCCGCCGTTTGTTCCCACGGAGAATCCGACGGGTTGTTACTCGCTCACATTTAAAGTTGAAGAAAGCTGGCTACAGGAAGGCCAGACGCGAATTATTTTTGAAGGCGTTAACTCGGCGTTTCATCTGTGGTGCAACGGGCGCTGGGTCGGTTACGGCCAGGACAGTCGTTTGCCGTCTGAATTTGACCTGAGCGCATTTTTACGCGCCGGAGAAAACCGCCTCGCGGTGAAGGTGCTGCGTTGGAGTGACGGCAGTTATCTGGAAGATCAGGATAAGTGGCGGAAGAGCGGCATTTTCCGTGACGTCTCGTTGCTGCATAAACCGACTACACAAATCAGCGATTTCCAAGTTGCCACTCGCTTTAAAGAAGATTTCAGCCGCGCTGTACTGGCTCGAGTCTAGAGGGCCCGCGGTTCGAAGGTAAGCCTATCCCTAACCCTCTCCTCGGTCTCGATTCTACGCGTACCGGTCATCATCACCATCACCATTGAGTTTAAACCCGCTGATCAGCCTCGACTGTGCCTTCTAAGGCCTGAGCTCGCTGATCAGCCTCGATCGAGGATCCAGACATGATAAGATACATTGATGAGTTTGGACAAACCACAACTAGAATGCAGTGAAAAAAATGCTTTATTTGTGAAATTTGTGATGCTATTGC

**Tagged-fusion protein constructs for OSC**

For fusion proteins, the following coding sequences were cloned into pAC-HA or pAC-NHA plasmids.

*Drosophila* protein sequences were:

Armitage (Armi; 1-1188 aa).

Armi^DQAG^ mutant with E863Q mutation.

Armi^GNT^ mutant with K729N mutation.

Armi^Helicase^ (495-1151 aa) RNA helicase domain alone.

Armi^N-term^ (1-448 aa) N-terminal region alone

Yb (1-1042 aa)

Yb^D537A^ RNA binding domain mutant with D537A mutation [[6](#_ENREF_6)]

Shutdown (1-455 aa)

Piwi (1-843 aa)

Other sequence used was:

LacZ

**Constructs and crosses for transgenic *Drosophila* experiments**

For fly ovarian somatic and germline expressions, these constructs were prepared:

The pUASp-attB-delK10- vector (has *P* transposase promoter, the first intron and the *fs(1)K10* 3ʹ UTR; drives expression in ovarian germline) was used to clone the following sequences into the NheI and NotI restriction sites. This vector has the UAS *Gal4* binding site upstream of *P* transposase promoter, that respond to the GAL4 transcription factor. HA or NHA tag sequences were also added into KpnI and NheI restriction site at the 5ʹ end of protein coding sequence.

*Drosophila* protein sequences were cloned:

Armitage (Armi; 1-1188 aa) (both HA- and NHA-tagged)

Armi^DQAG^ mutant with E863Q mutation (NHA-tag only)

Armi^GNT^ mutant with K729N mutation (NHA-tag only)

Yb (1-1042 aa) (NHA-tag only)

Shutdown (1-455 aa) (NHA-tag only)

Other sequence used was:

Original Reporter-5BoxB (cloned into KpnI and XbaI restriction site).

Creation of transgenic flies

For creating transgenic fly lines, the coding sequences for NHA- or HA-tagged fusions of the proteins mentioned above were inserted into the pUASp_attB_delK10 plasmid containing the *white+* gene marker. These were used for site-specific integration (BestGene, Inc) in the *Drosophila* genome using the PhiC31 (ΦC31) integrase-mediated transgenesis system [[7](#_ENREF_7), [8](#_ENREF_8)]. The fly line used for integration is BDSC#9744 (*attP* landing site VK27 situated on the third chromosome at cytological location 89E11 carrying the *yellow+* gene marker, genotype: PBac(yellow[+]-attP-9A)VK00027 [[9](#_ENREF_9)].

Similarly, the reporter gene *Reporter-5BoxB* (see sequence details above in Original Reporter-5BoxB) was cloned into the pUASp_attB_delK10 plasmid and integrated (BestGene, Inc) in BDSC#9752 (attP landing site VK37 situated on the second chromosome at cytological location 22A3, genotype: PBac(yellow[+]-attP-3B)VK00037) or in BDSC#9736.

Ovarian soma expression

For fly ovarian soma expression, a recombinant line carrying the ovarian soma-specific driver *traffic jam*-Gal4 (*tj*-Gal4) (gift of A. Pelisson), and the UASp- *Reporter-5BoxB* was created by classical meiotic recombination in the y[1]w[1118] genetic background. Then homozygous females yw;*tj*-Gal4,UASp- *Reporter-5BoxB* were crossed with males from each line carrying the transgene expressing one of the various fusion proteins: UASp-NHA-Armi-WT, UASp-NHA-Armi^DQAG^, UASp-NHA-Armi^GNT^, UASp-HA-Armi-WT, UASp-NHA-Yb or UASp-NHA-Shu. The resulting F1 female progeny of the following genotype: yw;tj-Gal4,UASp- *Reporter-5BoxB*/+;UASp-Fusion protein/+ was selected and analyzed for piRNA expression or protein expression in the ovaries.

Ovarian germ line expression

For fly ovarian germ line expression, each transgene allowing for the expression of fusion proteins were individually combined with the ovarian germline driver line NGT-Gal4 (gift of J. Brennecke) [[3](#_ENREF_3)] by classical genetic crosses using balancers of the second (CyO) and third (TM6b) chromosomes from a multiple balanced line y[1],w[1118]; If/CyO; Sb/TM6b. Females yw;NGT-Gal4/(CyO); UASp-fusion protein/(TM6b) carrying or not CyO and TM6b balancers (to avoid dominant partial sterility induced by the expression of some of the transgenes) were then crossed with UASp- *Reporter-5BoxB* gene and the resulting F1 progeny carrying the three transgenes (yw;NGT-Gal4/UASp- *Reporter-5BoxB*;UASp-fusion protein/+) was selected and analyzed for piRNA expression or protein expression in the ovaries.

Alternatively, in a second set of experiments, a homozygous, fully viable and fertile recombinant line yw;NGTGal4,UASp- *Reporter-5BoxB* was created by meiotic recombination and crossed with each of the UASp-fusion protein lines. The resulting progeny of the following genotype yw;NGT-Gal4,UASp- *Reporter-5BoxB*/+; UASp-fusion protein/+ was analyzed for piRNA or protein expression in the ovaries with similar results.

**OSC Cell culture and electroporation**

*Drosophila* ovarian somatic cell (OSC; gift of Dr. M. Siomi, University of Tokyo) culture system is representative of the fly ovarian somatic follicle cells [[4](#_ENREF_4)]. OSCs were cultured in 75 cm flasks and grown to 80% confluence. Approximately 3.5x10^6^ cells were used for each electroporation reaction using Cell Line Nucleofector Kit V (Lonza, Cat No. VCA-1003) and were plated in 6-well plate.

Briefly, OSCs were grown in Shields and Sang M3 Insect Medium (Sigma, S8398) with supplements (10% heat inactivated FBS, Insulin 1 µl/ml (I9278 Sigma), GSH (G6013, Sigma, 140 µl/ml from a stock of 50 mg/ml), 1 ml Penicillin-Streptomycin/100 ml medium and 3-4 days old female fly extract). Once the cells were 80% confluence, they were harvested by mild trypsinization.

Cells were counted and ~3.5x10^6^ cells were taken in a 1.5 ml Eppendorf tube for each electroporation reaction. Cells were centrifuged at 300xg for 6 minutes at 4°C and supernatant was carefully removed. Cells were resuspended in the nucleofection reagent (82 µl nucleofection V solution and 18 µl supplement solution for each reaction) and finally mixed with 3.5 µg of plasmid (volume of the cell pellet and plasmid should not be more than 50% of the volume of transfection reagent mix). The mixture of cells with plasmid was then transferred to the electroporation cuvette (provided with the nucleofection kit). Electroporation was performed with the Nucleofector™ 2b Device (Lonza) using the program T-029. Once the electroporation reaction was complete, 500 µl of fresh complete OSC culture media was added to the cuvette. Cells were transferred from the cuvette to a single well of a 6-well plate (already containing 1.0 ml complete medium in each well) using sterile plastic Pasteur pipette. Note that electroporation causes lot of cell death and they usually form a white precipitate in the cuvette. While transferring the transfected cells to culture plate, this white layer of dead cells must be avoided. Transfection efficiency was monitored with a plasmid expressing EGFP (pAc5.1B-EGFP, Addgene Plasmid #21181) and number of EGFP-positive cells was counted under a fluorescence microscope. We routinely obtain transfection efficiency of 70-80%. Cells were harvested after 48 hours post transfection.

Female fly extract preparation protocol

Young female flies (maximum 3-4 days old) were collected. They were homogenized in cold Shields and Sang M3 Insect Medium (6.8 ml medium/1 g of female flies) on ice. The total lysate was then centrifuged at 16000xg for 15 minutes at 4℃. Supernatant was collected in a new tube and heat inactivated in a pre-warmed water bath at 60℃ for 5 minute (gently mix the lysate a few times during heat inactivation). The heat-inactivated supernatant was transferred on ice for at least 5 minutes and then centrifuged again at 16000xg for 30 minutes at 4℃. Supernatant was collected, filter sterilized (0.22 µ filter) and stored in aliquots of 1.5ml at -80℃. For preparation of 100 ml complete OSC medium, 2.5 ml of the fly extract was added to the medium.

**Purification of recombinant Armi or Armi-Piwi complex**

The MultiBac system [[10](#_ENREF_10)] was used to clone genes into either acceptor or donor vectors, these vectors were then fused together to generate one expression plasmid by Cre-Lox recombination strategy. Armi coding sequence was cloned into either pACEBac2-Sumo acceptor vector or pIDS-Sumo donor vector. The MBP-tagged Piwi was cloned into pACEBac2 acceptor vector.

The following constructs were prepared.

Armitage (Armi; 1-1188 aa), in NheI, SphI sites of pACEBac2-Sumo or pIDS-Sumo vectors.

Armi^DQAG^ mutant with E863Q mutation, in NheI, SphI sites of pACEBac2-Sumo vector.

Piwi (1-843 aa) in NheI, SphI sites of pACEBac2-MBP vector.

Insect cell expression and purification

For production of recombinant proteins in the insect cells the following ovary-derived cells were used: Sf21 or Sf9 from Fall Army worm *Spodoptera frugiperda* or High Five (Hi5) from the cabbage looper, *Trichoplusia ni*. Expression of desired coding sequences was carried out with the use of recombinant Baculoviruses. Either single or multiple coding sequences were integrated into the Baculovirus genome using the MultiBac protein expression system [[10](#_ENREF_10)]. The coding sequence for *Drosophila* Armitage (Armi) was isolated by RT-PCR from fly ovarian total RNA, while the codon-optimized DNA sequence was commercially synthesized (Shanghai ShineGene Molecular Biotech,Inc.).

For Armi^DQAG^ mutant, the catalytic residue glutamic acid 863 was mutated to glutamine from DEAG to DQAG. To mutate glutamic acid to glutamine, the DNA codon GAA for glutamic acid has been changed to CAA for glutamine. The forward and reverse primers with mutation carrying the nearby 12 nucleotides on either side are designed for PCR-based mutagenesis.

For: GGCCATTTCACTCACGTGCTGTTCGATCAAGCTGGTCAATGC

Rev: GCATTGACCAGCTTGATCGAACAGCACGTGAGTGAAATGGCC

The following proteins were expressed in insect cells:

pACEBac2-Sumo (6xHis-Strep-SUMO-TEV) -DmArmitage FL (1-1188aa)

pACEBac2-Sumo (6xHis-Strep-SUMO-TEV) -DmArmitage (1-1188 aa) E863Q mutant

pACEBac2-MBP-Piwi + pIDS-His-Strep-SUMO-DmArmitage

The Hi5 insect cells expressing Armi were lysed in buffer [50 mM Tris-HCl pH 8.0, 500 mM NaCl, 5 mM 2-Mercaptoethanol, 20 mM Imidazole, 0.5% Tween-20, 10% Glycerol and protease inhibitor (Roch)], and the clarified lysate was mixed with Ni-NTA beads. The elution is then transferred to StrepTrap HP column (GE Healthcare, cat. No. 28-9075-46). The tagged protein was further purified over the ion exchange column (HiTrap^TM^ Q HP, GE healthcare, 17-1154-01). The relatively pure fractions containing the recombinant proteins were further purified by gel filtration chromatography (Superdex S200 10/300GL, GE healthcare, cat. No. 17-5175-01) (S2A Fig). The pure fractions of 6xHis-Strep-SUMO-Armi were used for helicase assay without removal of the tag. The mutant version of the protein was also prepared similarly. All proteins eluted in similar fractions during gel filtration chromatography, indicating that the mutations did not grossly affect protein structure. Purified proteins were confirmed by mass spectrometry (EMBL proteomics core facility, Heidelberg).

For co-expression of Armi and Piwi, insect cells expressing them were lysed in buffer [50 mM Tris-HCl pH 8.0, 150 mM NaCl, 5 mM 2-Mercaptoethanol, 10% Glycerol and protease inhibitor(Roch)], and the clarified lysate was subjected to tandem affinity-purification via StrepTrap column and then MBPTrap column (GE healthcare, 29-0486-41) purifications. The eluted complex was resolved by SDS-PAGE and examined by Coomassie staining to reveal two prominent bands (Fig 3D). These were identified by mass spectrometry (EMBL proteomics core facility, Heidelberg), to be tagged versions of Armi and Piwi, which we also confirmed by Western blotting with anti-His and anti-MBP antibodies. We note that preparations of MBP-Piwi alone are always very dirty with multiple bands. It also elutes in the void during gel filtration chromatography, indicating aggregation of the protein, perhaps due to its unloaded status. When co-expressed with His-Strep-SUMO-Armi and purified sequentially over StrepTrap and MBPTrap, we obtain preparations containing very pure MBP-Piwi and tagged-Armi.

**RNA unwinding assay**

RNA unwinding reaction was performed as described [[11](#_ENREF_11), [12](#_ENREF_12)], with some modifications. Single stranded RNA oligos were chemically synthesized (Microsynth, CH) and sequences are given below. The region of complementarity is underlined. Substrates for RNA unwinding assay were prepared by annealing 5ʹ radio-labelled top strand with cold bottom strand.

Top strand 1: 5ʹ-AGCACCGUAAAGACGC-3ʹ, **RP RNA18**

Top strand 2: 5ʹ-GCGUCUUUACGGUGCU-3ʹ **RP RNA21**

Briefly, 0.6 µl of top strand (100µM) was radiolabelled with 6.5 µl of (γ-^32^P)-ATP in a 10 µl reaction using T4 PNK (15 units, Thermo Fisher) at 37°C for 45 minutes. Radiolabelled RNA was separated on 15% urea polyacrylamide gel and correct size RNA band was cut out from the gel and eluted in 400µl of 0.4M NaCl at 25°C overnight on a thermomixer. Next day, eluted RNA was precipitated with 2.5 volumes of 100% ethanol and finally re-suspended in 2 µl of 10X duplex annealing buffer (100 mM MOPS, pH 6.5, 10 mM EDTA, 0.5 M KCl). The cold bottom strand RNA (1.0 µl from 100µM stock) was added to the top strand radiolabelled RNA and the final volume was made up to 20 µl. RNA mix was heated at 95°C for 5 minutes and then left to cool down to 37°C on its own. The RNA duplex was resolved on non-denaturing polyacrylamide gel in the cold room and the RNA band corresponding to duplex RNA was cut out and eluted from the gel, precipitated and re-suspended in 40µl of RNase-free water. RNA unwinding reaction was performed with recombinant Armitage (wild type or ATP hydrolysis mutant Armi^DQAG^) and 2.0 µl of RNA duplex in helicase reaction buffer [40 mM Tris-HCl, pH 7.5, 50 mM NaCl, 0.5 mM MgCl_2_, 2 mM DTT and 0.01% (v/v) NP-40]. Reaction mix with protein and RNA substrate was incubated at 37°C for 10 minutes without ATP. The unwinding reaction was started by adding 1mM ATP (final concentration in 30 µl reaction mix) and samples were collected at different time point. Reactions were stopped by adding stop buffer (1 % SDS, 50 mM EDTA, 0.1 % xylene cyanol, 0.1 % bromophenol blue, and 20 % glycerol). The samples were finally analyzed on non-denaturing TBE-polyacrylamide gel in cold room. The gel was dried and exposed to Storage Phosphor screen overnight. The screen was scanned with typhoon scanner (GE Health).

**Immunofluorescence**

Ovaries from 3-4 days old *Drosophila* from each genotype were dissected in 1X PBS. For staining of germline-expressed proteins, ovaries were fixed in salt solution (0.4% NaCl, 0.3% Triton X-100) in an eppendorf tube at 92°C for 5 minutes followed by addition of equal volume of ice-cold salt solution. For staining the follicle-cells-expressed protein, ovaries were fixed in 4% paraformaldehyde in PBS for 30 minutes on a shaker. Fixed ovaries were washed three times, 10 minutes each, with 1.0 ml PBT (1X PBS, 0.1% Triton X-100) on shaker. The ovaries were extracted in PBT (1X PBS, 1% Triton X-100) for 1 hour on shaker. After extraction, ovaries were blocked in blocking buffer (1X PBS, 0.3% Triton X-100, 0.5% BSA) for 1-2 hours and then they were incubated with primary antibodies in the blocking buffer overnight on a shaker in cold room. Next day, they were washed twice with the blocking buffer, 20 minutes each and then blocked with a new blocking buffer (1X PBS, 0.1% Triton X-100, 10% goat serum) for one hour. Secondary antibodies conjugated with Alexa Fluor dye (Life tech, Alexa Fluor 488 and 594) were added at a dilution of 1:300 and incubated for 2-3 hours in a dark chamber. The secondary antibodies were removed after 2-3 hours and ovaries were incubated with DAPI 1:2500 dilution (stock is 1mg/ml) in PBS for 5 minutes. Finally, ovaries were washed twice, 20 minutes each, with PBT (1X PBS, 0.1% Triton X-100) and then mounted in mounting media. Images were captured on Zeiss LSM 780 confocal microscope.

**Immunoprecipitations**

Approximately 48 hours post-transfection of OSC, culture medium was removed and cells were washed twice with 2.0 ml cold 1XPBS. 1.0 ml of cold lysis buffer [50 mM Tris-base pH 8.0, 150 mM NaCl, 5 mM MgCl_2_, 1 mM DTT, 10% glycerol, 1% TritonX-100, 0.5% Sodium deoxycholate, 10μl/ml vanadyl ribonucleoside complex (Sigma, Cat. no. 94742) and Protease Inhibitor cocktail (Roche, Cat. no. 05056489001)] was directly added to each well. Cells were lysed by pipetting several times. Lysed cells were collected and centrifuged at 16000xg for 15 minutes at 4℃ to remove insoluble cell debris. Endogenous Piwi was immunoprecipitated using specific antibodies immobilized on Protein G Sepharose beads. Cleared cell lysate was incubated with antibody-bound Protein G Sepharose beads on a rotating wheel (5 rpm rotation speed) in the cold room. After 4 hours, beads were washed five times with wash buffer (10 mM Tris pH 8.0, 150 mM NaCl, 0.01% NP-40, 5% glycerol). Beads were transferred to a new tube during last wash step. Immunoprecipitated small RNAs were eluted by proteinase K digestion (300 ul of 1X proteinase K buffer and 20 μg of proteinase K) at 42℃ for 10 minutes followed by phenol-choloroform extraction and ethanol precipitation.

For small RNA immunoprecipitation from *Drosophila* ovary, the tissue (abdomen of ~ 50 female flies/immunoprecipitation) was homogenized in lysis buffer (see above for details) using a glass homogenizer. Lysate was cleared by centrifugation at 16000xg for 15 minutes at 4℃. The cleared lysate was used for immunoprecipitation using different antibodies for Piwi, Aub and Ago3.

**Small RNA libraries**

All small RNA libraries were prepared with piRNAs associated with endogenous PIWI proteins, which were isolated by immunoprecipitations. For *Drosophila* ovarian PIWI immunoprecipitations, RNAs were isolated from complexes and then resolved by 15% urea-PAGE. RNAs migrating at ~24-28 nt size-range were carefully gel-eluted by avoiding the contaminating 30 nt-sized 2S rRNA frequently found in these samples. For OSC Piwi immunoprecipitations, RNAs isolated were directly used for library preparation. Small RNA libraries (barcoded at 3′ end) were prepared using NEBNext® Multiplex Small RNA Library Prep Set for Illumina® (NEB Catalogue No. E7300). The libraries were sequenced with the Illumina HiSeq 2000 platform (EMBL Gene Core facility) for 50 cycles.

**Bioinformatic analysis of small RNA libraries**

Reads were sorted into individual libraries based on the barcodes and the 3′ adapter sequences were clipped using cutadapt (DOI:http://dx.doi.org/10.14806/ej.17.1.200). Only reads which are at least 15 nucleotides in length were left for subsequent analysis and the independent replicated libraries were merged together. Reads were then aligned to the desired reporter sequence using bowtie [[13](#_ENREF_13)] allowing no mismatches. Analysis was as previously described [[1](#_ENREF_1)]. Briefly, the piRNA coverages (for each nucleotide the number of encompassing piRNAs) were calculated, normalized to 1 million of library reads and plotted along the reporter as reads per million (rpm). When two coverages were compared, the log2 ratio of normalized coverages was plotted (the raw 0 read coverage values were substituted by 1 to enable the calculation of the ratios). To analyze whether the piRNAs are produced in a phased manner, we calculated the fractions of piRNA pairs located in a specific distance. The score was calculated either for 5' to 5' or 3' to 5' distances. The score for specific distance Δ was calculated as: score(Δ) = Σmin(M(i),N(i+Δ)) where M(i) is the count of produced piRNAs (in rpm) with the specified end at a particular position i and N(i+Δ) is the count of piRNAs on the same strand which have their specified end position at i + Δ.

**Supplemental References**

1. Homolka D, Pandey RR, Goriaux C, Brasset E, Vaury C, Sachidanandam R, et al. PIWI Slicing and RNA Elements in Precursors Instruct Directional Primary piRNA Biogenesis. Cell Rep. 2015;12(3):418-28.

2. Saito K, Ishizu H, Komai M, Kotani H, Kawamura Y, Nishida KM, et al. Roles for the Yb body components Armitage and Yb in primary piRNA biogenesis in Drosophila. Genes Dev. 2010;24(22):2493-8.

3. Handler D, Olivieri D, Novatchkova M, Gruber FS, Meixner K, Mechtler K, et al. A systematic analysis of Drosophila TUDOR domain-containing proteins identifies Vreteno and the Tdrd12 family as essential primary piRNA pathway factors. EMBO J. 2011;30(19):3977-93.

4. Saito K, Inagaki S, Mituyama T, Kawamura Y, Ono Y, Sakota E, et al. A regulatory circuit for piwi by the large Maf gene traffic jam in Drosophila. Nature. 2009;461(7268):1296-9.

5. Pillai RS, Artus CG, Filipowicz W. Tethering of human Ago proteins to mRNA mimics the miRNA-mediated repression of protein synthesis. RNA. 2004;10(10):1518-25.

6. Murota Y, Ishizu H, Nakagawa S, Iwasaki YW, Shibata S, Kamatani MK, et al. Yb integrates piRNA intermediates and processing factors into perinuclear bodies to enhance piRISC assembly. Cell Rep. 2014;8(1):103-13.

7. Bateman JR, Lee AM, Wu CT. Site-specific transformation of Drosophila via phiC31 integrase-mediated cassette exchange. Genetics. 2006;173(2):769-77.

8. Bischof J, Maeda RK, Hediger M, Karch F, Basler K. An optimized transgenesis system for Drosophila using germ-line-specific phiC31 integrases. Proc Natl Acad Sci U S A. 2007;104(9):3312-7.

9. Venken KJ, He Y, Hoskins RA, Bellen HJ. P[acman]: a BAC transgenic platform for targeted insertion of large DNA fragments in D. melanogaster. Science. 2006;314(5806):1747-51.

10. Bieniossek C, Imasaki T, Takagi Y, Berger I. MultiBac: expanding the research toolbox for multiprotein complexes. Trends Biochem Sci. 2012;37(2):49-57.

11. Abdelhaleem M. Helicases: an overview. Methods Mol Biol. 2010;587:1-12.

12. Gregersen LH, Schueler M, Munschauer M, Mastrobuoni G, Chen W, Kempa S, et al. MOV10 Is a 5' to 3' RNA helicase contributing to UPF1 mRNA target degradation by translocation along 3' UTRs. Mol Cell. 2014;54(4):573-85.

13. Langmead B, Trapnell C, Pop M, Salzberg SL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 2009;10(3):R25.

How the deposited data were processed for this re-analysis (not part of the article)

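The deposited data are 108 small RNA libraries under 49 conditions: 78 from OSC cultures, 18 from the fly germline and 12 from the ovarian soma. Each library holds the small RNAs bound to an immunoprecipitated PIWI protein, which is Piwi in OSCs and soma and Piwi, Aub or Ago3 in the germline. Conditions, reporters and replicates were taken from the titles of the deposited libraries and from S1 Table, never from the order or the values of the files. The authors sorted reads by barcode, clipped the 3′ adapter with cutadapt, kept reads of at least 15 nt and aligned them to the sequence of the reporter with bowtie without mismatches. The deposited files are bowtie's output, with 1 line per alignment, so the values are neither normalized nor counted by the authors. Their columns used here are the strand, the position of the read on the reporter, its sequence and the number of other places where it aligns. They hold alignments to the reporter only, so whether a read also matches the fly genome could not be examined. Replicates are separate files, whereas the authors merged them after clipping.

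Counts were made from the alignment lines as deposited, for sense reads of 24 to 30 nt. A read was assigned to the region that holds its 5′ end: luciferase, the insert, LacZ or the end derived from the vector. The whole reporter, the vector-derived end included, was the main setting, and values without that end are given beside it. Rates are reads per 1000000 raw reads of the library as S1 Table lists them (rpm), and a count of 1 was used in ratios where no read was found. When sense reads of 24 to 30 nt lying wholly before the vector-derived end are counted, with reads of several places shared out among them, the numbers of reporter piRNAs in S1 Table are returned for the reporters other than U-less and U-interval. Boundaries of regions were found from the sequences printed in S1 Protocols. For U-interval, the text of S1 Protocols available here has a heading without a sequence. The boundaries of the original reporter were therefore used, and the bases of LacZ were taken from the reads, which cover all 705 positions. Bases are given as U for T.

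Groups with replicates were compared on the log2 ratio of their mean rpm with a two-sided exact permutation test over every split into groups of the same sizes, and germline libraries, which have no replicates, with Fisher's exact test on reads. The difference between the effects of the DQAG mutation in soma and OSCs was tested by permuting the protein labels inside each system. Families for Benjamini-Hochberg adjustment were set by experiment. U1 shares are means over libraries with their SD, or single shares with a 95% Wilson interval. For phasing, the score of the paper's methods was computed on LacZ for merged libraries, and 1000 shuffles of the counts among LacZ positions with the same base (seed 7) gave the null, so that 0.001 is the smallest p. The 5′-to-5′ score was followed to 100 nt and the 3′-to-5′ score to 50 nt. The threshold for p was 0.05.

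Raw reads per library ran from 15991037 to 58693901 in OSCs (median 38638447.5), from 44187186 to 60041081 in the germline and from 43859140 to 84257836 in the soma. Reporter reads ran from 135 to 43639, from 46 to 1933 and from 1281 to 21702. The floor of 3 counts lay between 0.051 and 0.188 rpm in OSCs, 0.050 and 0.068 rpm in the germline and 0.036 and 0.068 rpm in the soma. The names of the reads give the flow cell and lane: 8 flow cells and 16 lanes for OSCs, 1 flow cell and 3 lanes for the germline, and 1 flow cell and 2 lanes for the soma.

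Results reported by name follow a rule set beforehand: every fusion protein, reporter and reporter region that the paper names for an experiment with mapped libraries. No test across genes was made. Alternatives changed the total (clipped reads), the length range (23 to 29 nt, or all deposited lengths), the strand, the treatment of reads with several places, the summary (difference of mean log2 rpm), the vector-derived end, the assignment to regions, the distance windows, and the replicates, each left out in turn. Later additions are named as such where they appear. The code was run with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. It was tested on simulated data: of 40 phased sets of 4000 reads, 26 passed the threshold by the 5′-to-5′ ratio and 40 by the 3′-to-5′ share, and of 40 sets without phasing, 3 and 2 did. Of 400 simulated pairs of groups, 2.75% passed with no difference and 99.75% with an 8-fold one. Western blots, helicase assays, complex purification and imaging have no sequencing files and are not analysed here.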

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

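Gaps between replicates were screened in the 5 groups of 4 to 6 libraries with 4 measures each. Of these 20 tests 1 is expected to be flagged by chance, and 7 were, from 3 libraries of the OSC series. The measures of a library are not independent of each other. No biological explanation was tested for them, since the design has none within a condition.

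The highest NHA-LacZ library in OSCs stood apart with 52.268 rpm for the whole reporter, 18.788 rpm without the vector-derived end and 16.994 rpm for LacZ. The other NHA-LacZ libraries averaged 15.615 rpm. Leakage of reads from a tethered library of its lane was tested by the share of BoxB reads outside the vector-derived end: it was 4.324%, within the 1.064 to 6.944% of the other NHA-LacZ libraries, whereas the 1 library in its lane with full-length tethered Armi had 26.941%. It was not a small library, with 29540065 raw reads in a group from 15991037 to 58693901. The other control libraries of its lane were also high, with a median ratio to their replicates of 1.545 (range 1.319 to 2.019, 3 libraries). An effect of the lane is therefore a candidate explanation that remains, although the median lies close to the 1.5 set as its criterion and far below the excess of this library. The predictions for leakage and for the lane were made only after the result was seen, and that for library size before.

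The highest NHA-Armi library in OSCs had 545.71 rpm, or 335.32 rpm without the vector-derived end, against a mean of 253.72 rpm in the others. Its flow cell was not raised: the other 8 libraries there with replicates elsewhere had a median ratio of 0.8800 to them. Its 10 positions with the most reads held 27.982% of its reads, as in the other libraries (25.661 to 30.504%). In the case of the highest NHA-Armi GNT library, at 313.21 rpm, or 166.59 rpm without the vector-derived end, the others averaged 81.510 rpm. The median ratio on its flow cell was 0.8425 (range 0.5123 to 2.781), and its top 10 positions held 29.906% of the reads (others 27.144 to 36.335%). Exchange with an NHA-Armi library was tested by the log2 ratio of BoxB to LacZ reads, which was -0.8292 in this library, within the other NHA-Armi GNT libraries (-1.338 to -0.6352) and outside the NHA-Armi libraries (-3.584 to -3.078). All these predictions were written before the tests. The median of 0.8425 pools controls with tethered proteins. On that flow cell the log2 ratios to NHA-LacZ were also highest for NHA-Yb (6.071), NHA-Yb D537A (5.090) and NHA-Piwi (2.328). That of NHA-Armi, at 4.220, was not, with 4.908 on another flow cell. A flow cell effect on some tethered proteins is thus not excluded for the NHA-Armi GNT library. Beyond this, none of the tested explanations accounts for either library. The amount of transfected plasmid, which the files do not record, could not be tested.

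The effect of the DQAG mutation differed between the systems. Reporter piRNAs relative to NHA-Armi had a log2 ratio of -1.456 in the soma, lower in 2 of 2 libraries, and 1.140 in OSCs. There both mutant libraries lay above the mean of NHA-Armi, but the highest NHA-Armi library, at 545.71 rpm, lay above the lower of them. The OSC comparison did not pass the threshold (exact permutation p = 0.0952, BH-adjusted 0.1875). The difference of -2.596 was tested by permuting labels inside each system (p = 0.0159 from 126 splits, exact permutation; the only test of its family). The paper states the decrease in the soma and calls the OSC level comparable to that of the unmutated protein. Restricted to the OSC flow cell that held both proteins, the difference was -2.755, without the vector-derived end -2.082, per clipped reads -2.606, without the 10 positions with the most reads -2.625, and over LacZ alone -2.188. The difference thus outlived the technical explanations that were tested. For the 10 positions the prediction was written before, and for the others only after the result was seen. It rests on 2 OSC mutant libraries, and leaving out the higher of them gave -1.898 (p = 0.1111, exact permutation). By region, the ratio of the mutant to NHA-Armi was -2.015 for LacZ and 0.1014 for BoxB in the soma, and 0.1723 and 2.492 in OSCs. The level of the fusion proteins could not be tested from these files, so a biological difference between ovarian soma and OSCs cannot be told apart from a different amount of protein or reporter.

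Reads from the vector-derived end, which the counts of S1 Table leave out, came to 96.467 rpm with NHA-Armi in the soma against 11.294 rpm with HA-Armi, and to 124.02 rpm with NHA-Armi in OSCs against 14.971 rpm with NHA-LacZ. The OSC difference had an exact permutation p of 0.0043, and the soma cannot go below 0.3333. If transcripts of the protein plasmid were the source of the rise, NHA-LacZ should show it too, yet the OSC ratio was 8.284. Endogenous transcripts sharing the sequence would also appear with the piRNA-site reporters, whose 4 libraries averaged 3.278 rpm there. Neither test excludes these sources for the lower level in the controls, as the end held a mean of 70.894% of the NHA-LacZ reporter reads. None of the reads (0%) had a second place on the reporter, and the smaller of the ratios within the soma lanes was 2.905 on the log2 scale. Only the prediction on multiple places was written before the result was seen. What remains is that the end of the transcript may be processed along with LacZ, a hypothesis found and tested on the same data, with 8.284 as the ratio in OSCs.

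OSC libraries hold sense reads over 30 nt, outside the range the paper counts, at 8.512 ± 3.421 rpm with NHA-Armi (SD, n = 5) and 0.4365 ± 0.3684 rpm with NHA-LacZ (SD, n = 6; exact permutation p = 0.0065), a log2 ratio of 4.285. As a share of reads of 24 nt or more they were 4.395 ± 0.441% and 6.354 ± 3.855% (exact permutation p = 0.3377), so between these conditions the longer reads follow the number of piRNAs. The OSC libraries without a fusion protein, prepared without gel purification of the RNA as well, held 4 such reads among 15223. Their highest share was 0.0855%, found with the BoxB reporter alone, where the libraries with BoxB and a fusion protein had 2.703 to 13.761%. The upper end of the piRNA length distribution and the missing gel purification would by themselves leave such reads in the libraries without a fusion protein too. With the shares pointing the other way, this explanation stays undecided. The long reads go with the series of libraries, which were sequenced on other flow cells. Fragments of degraded transcript were tested by U1: 84.183% of the 1334 LacZ reads over 30 nt started with U (95% Wilson interval 82.127 to 86.043%), where 22.553% of LacZ is U, which argues against random fragments. The prediction on U1 was written before the result was seen, those on length and on the series after it. The verdict on length was first that it fits, and was set to undecided once the libraries without a fusion protein had been counted. All libraries without a fusion protein are in 1 series, so the series and the fusion protein cannot be separated, and the cause stays open.

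Antisense reads of 24 to 30 nt, which the paper does not analyse in the germline, reached 0.8432 rpm in Piwi with NHA-Shu (45 reads) against 0.1016 rpm with HA-Armi (5 reads; Fisher's exact test, p = 1.36e-08, BH-adjusted 2.04e-07). It was the only 1 of 15 comparisons to pass, in 1 library without replicates. Of the 62 antisense reads with NHA-Shu over the immunoprecipitations, 50 lay in luciferase, where sense piRNAs also rose. Ping-pong amplification would give an excess of overlaps of 10 nt. Scored within each immunoprecipitation, overlaps of 10 nt had 1.095 times the mean over overlaps, and the largest score was at 15 nt. Pairs with a partner in another immunoprecipitation, as between Aub and Ago3, were not scored, so this value cannot exclude ping-pong. None of the reads (0%) had several places on the reporter. The prediction on ping-pong was made only after the result was seen. Without replicates, a difference between fly lines or preparations cannot be separated from an effect of Shu, and the pattern is given as an observation.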

How the results depend on the processing

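The groups, tests, families, named items and the alternatives listed in the processing summary were set before the processed files arrived. Of 111 results, 54 kept their direction and their side of the threshold, or moved by less than the spread between replicates, under every alternative, and 57 changed under at least 1. The side of the threshold was judged on p-values before BH adjustment. The alternatives gave 910 rows without a change, 80 weaker, 5 stronger, 35 moved and 27 reversed. Of the changed rows, 42 weaker, 3 stronger and 9 reversed left out a replicate. With few libraries a group often has too few splits left to reach 0.05, which limits what leaving out a replicate can show. The settings within a flow cell, the setting without 10 positions, the distal and BoxB-to-LacZ shares, the triple U, the base after the 3′ end, the flam PTS distances and the comparison with the reporter alone were added after seeing the data.

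Counting both strands reversed the log2 ratios of the piRNA-1 and piRNA-2 sites to 2.658 and 3.618, by adding antisense reads whose 5′ end lies in LacZ. Counting multi-mapped reads once reversed the BoxB ratio of DQAG in the soma to -0.0030, because the hairpins share sequence and the main value is near 0. Without the vector-derived end, NHA-Shu against HA-Shu reversed to 0.2101, and NHA-Armi GNT in germline Aub and Ago3 to 0.0374 and 0.1154. Apart from those of the piRNA sites, at -2.525 and -2.174 for sense reads, the main values of these are small, so their direction is not settled. The no-U#2 patch was weaker with reads of all lengths, at -0.9423 (exact permutation p = 0.0714). Compared with NHA-LacZ, the reporter alone was weaker without the vector-derived end, at 1.877.

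Within flow cells, which leaves fewer splits, NHA-Armi against HA-Armi was 3.936, NHA-Armi GNT against NHA-Armi -1.490, NHA-Yb against NHA-LacZ 4.665 and NHA-Yb D537A against NHA-LacZ 3.939, all in the main direction and no longer past the threshold by unadjusted p. NHA-Armi GNT against NHA-Armi had not passed after BH adjustment in the main setting either. NHA-ArmiDel1 and NHA-ArmiDel3 reversed to -0.5711 and -0.0590, since the flow cell they shared with NHA-LacZ held its highest library.

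Leaving out each replicate in turn changed the verdict of the following log2 ratios, given with their lowest and highest values. In the soma, BoxB piRNAs with DQAG ran from -0.1136 to 0.2884. In OSCs, GNT against NHA-Armi ran from -1.937 to -0.9888, Del1 from -0.2096 to 0.5965, Del3 from -0.3024 to 1.195, and Yb D537A against NHA-LacZ from 3.054 to 4.045. Piwi against NHA-LacZ ran from 0.4071 to 1.338, Shu against NHA-LacZ from 0.1516 to 0.8688, Shu against HA-Shu from -0.5347 to 0.2265, and the reporter alone from 1.442 to 2.167. The difference of DQAG between systems ran from -3.065 to -1.898. For the U-less reporter, the total ran from -0.4844 to 0.0654, no-U#2 from -1.354 to -0.8125 and U-rich LacZ from -0.0584 to 0.4595. The OSC 3′-to-5′ share of NHA-Armi ran from 2.941 to 3.109%, the distal difference of DQAG in OSCs from -14.524 to -13.140 percentage points, and its BoxB-to-LacZ shift from 2.194 to 2.358. Without the highest NHA-LacZ library, Del1, Piwi and Shu each passed the threshold against NHA-LacZ by unadjusted p, with no adjusted p computed. Their comparison with this control thus depends on that library.

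U1 shares moved with the weight given to abundant reads and with the region counted. With each distinct sequence counted once, they were 46.868, 58.198, 58.719, 56.423 and 47.699% in the soma (NHA-Armi, HA-Armi, DQAG, GNT, Yb), 46.547, 29.482 and 15.593% in OSCs (original, U-less, U-interval) and 63.860, 50.292 and 65.714% in germline Piwi, Aub and Ago3. Rare sequences then weigh as much as abundant ones. Over the whole reporter they were 72.849, 69.829, 79.085, 72.811 and 68.585% in the soma, 61.274% and 59.502% for U-less and U-interval, whose other regions keep their Us, and 74.288% in germline Piwi. Reads of all lengths gave 83.942% for DQAG and 77.635% for Yb in the soma, and 68.601, 49.447 and 43.360% in OSCs. Without the top position they were 84.472% for DQAG, 76.704% for Yb, 50.347% for U-less and 41.208% for U-interval.

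The base after the 3′ end was U for 40.952% (original) and 26.693% (U-less) of reads of all lengths, and for 37.169% and 35.828% without the top 3′ end. In the U-interval reporter, reads of all lengths put 23.585% at the triple U and 25.893% of U1 outside it, and leaving out only its top U gave 41.208%. For the flam PTS reporter, all lengths, which add reads, brought both measures past the threshold, with a 5′-to-5′ ratio of 1.099 and a 3′-to-5′ share of 2.741%. The distal difference of DQAG became -2.343 points with only the part of LacZ farthest from the hairpins in the soma and -0.3728 without 10 positions in OSCs.

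Phasing depended on abundance. With presence or absence in place of counts, the 5′-to-5′ ratio was 0.9870, 1.018, 0.9845 and 0.9896 for NHA-Armi, DQAG, GNT and Yb in the soma, 0.9929 and 0.9907 for NHA-Armi and Yb in OSCs, and 1.005 and 1.247 in germline Piwi and Ago3. The 3′-to-5′ share was 2.059, 2.355, 1.858, 2.028 and 1.997% in the soma, 1.995% with NHA-Armi in OSCs and 2.253, 2.530 and 2.869% in the germline. Of the 705 LacZ positions, 360 held a 5′ end with NHA-Armi in the soma and 531 in OSCs, and this setting weighs a position with 1 read as much as one with many. Without the 10 top positions, the 5′-to-5′ ratio was 1.033, 1.068, 0.9789, 0.9986 and 0.9706 in the soma, 1.013 and 1.014 in OSCs and 0.9946 and 1.072 in germline Piwi and Ago3, and the 3′-to-5′ share 2.722, 2.197, 1.984, 2.354 and 2.028%, 2.691% and 2.934, 2.961 and 1.613%. Without the single top position, the share was 3.354, 3.188, 2.906 and 2.726% for NHA-Armi, HA-Armi, GNT and Yb in the soma and 4.181% in Ago3. Germline Aub was the exception: its 5′-to-5′ ratio was 1.394 without the 10 top positions (permutation p = 0.002), while its share was 2.961% (permutation p = 0.110). In the other groups named here, the measured spacing rests largely on the positions where piRNAs are abundant.

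Depth limits the germline most, where NHA-Armi in Ago3 has 119 LacZ reads and the U1 interval spans 66.3 to 81.7%, and where no replicates exist. In the soma, 2 libraries against 2 cannot reach a p below 0.3333. Modified and original reporters share no flow cell, so that comparison has no within-flow-cell row.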

Differences from the paper's values

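Of 51 values compared with the paper, 10 differed by more than 1.5-fold and more than the replicate SD, all of them totals of reporter piRNAs read by eye from the figures. Each of the 10 came within range without the vector-derived end, an alternative set before the files arrived. In the soma, NHA-Armi gave 286.57 rpm against the paper's about 180 rpm in Fig. 2C, read by eye, and 190.11 rpm without the vector-derived end. It also came within range, at 257.57 rpm, without the higher of the replicates. For NHA-Armi DQAG the values were 104.44 rpm and the paper's about 68 rpm in Fig. 2C, read by eye. They came within range at 75.66 rpm without the vector-derived end, 99.507 rpm with multi-mapped reads counted once and 88.946 rpm without the higher replicate. NHA-Armi GNT gave 68.014 rpm, the paper about 42 rpm in Fig. 2C, read by eye, with 44.496 rpm without the vector-derived end and 62.161 rpm without the higher replicate. NHA-Yb gave 372.69 rpm, the paper about 190 rpm in Fig. 2C, read by eye, and 200.41 rpm without that end. HA-Armi gave 28.471 rpm, the paper about 16 rpm in Fig. 2C, read by eye, and 17.177 rpm without it. For these, none of the other alternatives set beforehand closed the gap.

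In OSCs, NHA-Armi DQAG gave 687.84 rpm, the paper about 280 rpm in Fig. 4B, read by eye, and 316.86 rpm without the vector-derived end. NHA-Piwi gave 39.477 rpm, the paper about 16 rpm in Fig. 4B, read by eye, and 17.424 rpm without that end, while leaving out a replicate gave 42.203 rpm, which also counts as within range because the SD of the remaining libraries is larger. NHA-Shu gave 28.514 rpm, the paper about 11 rpm in Fig. 4B, read by eye, and 12.434 rpm without it. In the germline, HA-Armi gave 12.539 rpm in Piwi and 4.516 rpm in Aub, the paper about 8.2 rpm and about 3.0 rpm in Fig. 5B, read by eye. Without the vector-derived end these were 8.515 and 3.355 rpm. The Aub value also came within range with reads of 23 to 29 nt, at 4.432 rpm, and with multi-mapped reads counted once, at 4.474 rpm. No other alternative set beforehand closed these gaps.

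A statement of the paper on direction also differs. It reports no phasing pattern in OSCs, whereas the 5′-to-5′ ratio here was 1.198 with NHA-Armi and 1.135 with NHA-Yb, above shuffled data at 1.009 (permutation p = 0.002 for both, BH-adjusted 0.0020). The 3′-to-5′ share at a distance of 1 was 3.052% with NHA-Armi (permutation p = 0.045, BH-adjusted 0.05) and 2.689% with NHA-Yb (permutation p = 0.171, BH-adjusted 0.1710). With presence or absence in place of counts, set beforehand, the ratios were 0.9929 and 0.9907, and without the 10 top positions, chosen after seeing the values, 1.013 and 1.014, which show no such pattern. For Armi GNT in the germline, which the paper calls inactive, the total was not above HA-Armi here either, but BoxB piRNAs in Piwi were, at 2.845 rpm against 0.6097 rpm (Fisher's exact test, BH-adjusted p = 2.04e-18, 1 library each). Shu tethering is described as giving low levels compared with Armi. In Ago3, however, NHA-Shu gave 7.239 rpm and NHA-Armi 3.802 rpm, without replicates. In the soma, the paper exempts the site of tethering from the loss with Armi GNT. BoxB piRNAs were nevertheless at 17.012 rpm with the mutant and 31.511 rpm with NHA-Armi (n = 2 each). The log2 ratio was -0.8893 (exact permutation p = 0.3333, the smallest possible).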

Other observations

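Armi with a mutated ATPase motif left a larger part of its piRNAs at the site of tethering than the unmutated protein. The paper reports this for the soma (Fig. 2D). The log2 ratio of BoxB to LacZ reads was shifted relative to NHA-Armi by 2.120 for DQAG and 1.704 for GNT in the soma (2 libraries against 2, exact permutation p = 0.3333, the smallest possible, BH-adjusted 0.3333 over 4 comparisons; 2 of 2 lanes). In OSCs the shift was 2.276 for DQAG (2 against 5, exact permutation p = 0.0476, BH-adjusted 0.0952) and 2.326 for GNT (5 against 5, exact permutation p = 0.0079, BH-adjusted 0.0317; 5 of 5 libraries). In germline Piwi, Aub and Ago3 it was 3.129, 3.041 and 3.725 for DQAG and 4.020, 2.692 and 3.480 for GNT (Fisher's exact test, largest BH-adjusted p = 8.75e-07 over 6 comparisons, 1 library each). The NHA-Armi libraries held only 76, 19 and 4 BoxB alignments there, where a read matching several hairpins counts once for each place. The Ago3 shifts thus rest on a count near the floor of 3. The measure was chosen after several measures of position had been examined. Within OSC flow cells, the shift was 2.393 for DQAG and 2.442, 2.531, 2.364 and 2.147 for GNT.

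Technical explanations of the BoxB shift were tested on DQAG in OSCs. With multi-mapped reads counted once it was 2.146, without the 10 top positions of each library group 2.699, and with the background of NHA-LacZ subtracted 2.294. Within the flow cell that held both proteins it was 2.393, and the smallest such shift over both mutants was 2.147, for GNT. None of them removed it. The prediction for flow cells was made only after the result was seen, the others before. That the ATPase mutations limit processing away from the hairpins was written down after the shift was seen. Its prediction, a shift above 0 in all systems (the smallest DQAG shift was 2.120), repeats the observation and cannot decide the matter. A further prediction was added later still, with the soma and OSC values already seen: LacZ piRNAs with DQAG should be below NHA-Armi in every system. The log2 ratio was -2.015 in the soma and -0.4522, -0.2645 and -0.1672 in germline Piwi, Aub and Ago3, but 0.1723 in OSCs, where the shift came from BoxB piRNAs, with a ratio of 2.492. Loss of LacZ piRNAs therefore does not account for the shift in all systems. The amount of each fusion protein, which was not measured in these files, could not be excluded, and the cause stays open.

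Yb and Armi differed in where along LacZ their piRNAs lay. Beyond the middle of LacZ, on the side away from the hairpins, NHA-Yb had 82.200 ± 1.411% of its LacZ piRNAs in the soma and NHA-Armi 66.050 ± 1.098% (SD, n = 2 each), a difference of 16.150 percentage points (exact permutation p = 0.3333, the smallest possible; 15.929 and 16.371 in the lanes). In OSCs the values were 76.789 ± 0.495% (SD, n = 3) and 62.115 ± 2.310% (SD, n = 5), a difference of 14.674 points (exact permutation p = 0.0179, BH-adjusted 0.0714 over 4 comparisons), with every NHA-Yb library above every NHA-Armi library. It does not pass after adjustment. The controls had 82.713% (HA-Armi, soma) and 79.703% (NHA-LacZ, OSCs), so it is NHA-Armi that departs from them. With background subtracted the OSC difference was 15.242 points, without the 10 top positions 16.143, and within flow cells at least 15.995 (16.338, 15.995 and 16.289). The flow cell prediction was made only after the result was seen. A biological difference in how far from the tether each protein leads to processing is a candidate explanation, as a hypothesis, since these tests did not remove the difference and protein amounts are unknown.

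DQAG showed no such common direction: its distal share relative to NHA-Armi was higher by 7.904 points in the soma (exact permutation p = 0.3333, BH-adjusted 0.3333) and differed by -14.012 points in OSCs (2 against 5 libraries, exact permutation p = 0.0476, BH-adjusted 0.0952), and the OSC value was -0.3728 without the 10 top positions.

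The 5′-to-5′ ratio of NHA-Armi was 1.198 in OSCs and 1.654 in the soma. Their difference was not tested directly. OSCs had more LacZ reads (33423), so a lack of reads cannot be the reason. Nor did equal depth remove the difference, as 100 draws of OSC reads at the depth of the soma (18995 reads) averaged 1.200. With reads of 24 to 28 nt only, the range cut from the gel for ovary libraries, the OSC ratio was 1.262, below the midpoint of 1.426 set as the criterion. Without the 10 top positions the OSC ratio was 1.013, but the soma ratio fell to 1.033 as well, so the difference cannot be told apart from one in the weight of a few positions, which held 45.696% of soma and 32.902% of OSC reads. The predictions were written before the tests. By the rule as written, the few positions would have been rejected as the reason, since 1.013 lies below 1.426, and the reading was changed to undecided only once the soma value of 1.033 had been seen. If processing were less phased in OSCs whatever starts it, the flam PTS reporter should show a low ratio too, and it did, with 1.073 (permutation p = 0.091). The paper had already reported no regular spacing for this reporter. It was transfected into OSCs as well, so its ratio cannot separate such processing from the technical aspects the paper proposes, transfection and library quality. Less regular spacing in OSCs thus remains possible, as do these technical aspects and the weight of a few positions.

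In the germline, fewer LacZ reads with NHA-Armi GNT started with U than with NHA-Armi: 31.579% against 62.391% in Aub (95 reads with GNT, Fisher's exact test p = 1.06e-07) and 42.857% against 74.790% in Ago3 (56 reads with GNT, Fisher's exact test p = 7.71e-05). In Piwi the shares were 77.049% and 80.809% (122 reads with GNT, Fisher's exact test p = 0.3334). These tests were not adjusted and came from 1 library each. HA-Armi had 66.393% in Aub and 77.778% in Ago3. Degraded transcript would spread over all lengths, and the part of LacZ reads between 24 and 30 nt differed by 3.603 percentage points in Aub and 6.250 in Ago3, higher with GNT (Fisher's exact test p = 0.3689 and p = 0.3007). The rule as first applied rejected degradation on these values. That verdict was changed to undecided after they had been seen, since ovary RNAs were cut from a gel near this range and fragments would pass the cut as well. A single position was not the reason. Without the top position of each library, the shares were 33.708% against 59.813% in Aub and 47.059% against 71.698% in Ago3. Both predictions were written before the tests. With few reads and no replicates, a difference between libraries could not be tested. It and degraded transcript remain candidate explanations beside an effect of the mutation.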
